# The Molecular Chaperone Binding Protein BiP Prevents Leaf Dehydration-Induced Cellular Homeostasis Disruption

**DOI:** 10.1371/journal.pone.0086661

**Published:** 2014-01-29

**Authors:** Humberto H. Carvalho, Otávio J. B. Brustolini, Maiana R. Pimenta, Giselle C. Mendes, Bianca C. Gouveia, Priscila A. Silva, José Cleydson F. Silva, Clenilso S. Mota, Juliana R. L. Soares-Ramos, Elizabeth P. B. Fontes

## Abstract

BiP overexpression improves leaf water relations during droughts and delays drought-induced leaf senescence. However, whether BiP controls cellular homeostasis under drought conditions or simply delays dehydration-induced leaf senescence as the primary cause for water stress tolerance remains to be determined. To address this issue, we examined the drought-induced transcriptomes of BiP-overexpressing lines and wild-type (WT) lines under similar leaf water potential (ψ_w_) values. In the WT leaves, a ψ_w_ reduction of −1.0 resulted in 1339 up-regulated and 2710 down-regulated genes; in the BiP-overexpressing line 35S::BiP-4, only 334 and 420 genes were induced and repressed, respectively, at a similar leaf ψ_w_ = −1.0 MPa. This level of leaf dehydration was low enough to induce a repertory of typical drought-responsive genes in WT leaves but not in 35S::BiP-4 dehydrated leaves. The responders included hormone-related genes, functional and regulatory genes involved in drought protection and senescence-associated genes. The number of differentially expressed genes in the 35S::BiP-4 line approached the wild type number at a leaf ψ_w_ = −1.6 MPa. However, N-rich protein (NRP)- mediated cell death signaling genes and unfolded protein response (UPR) genes were induced to a much lower extent in the 35S::BiP-4 line than in the WT even at ψ_w_ = −1.6 MPa. The heatmaps for UPR, ERAD (ER-associated degradation protein system), drought-responsive and cell death-associated genes revealed that the leaf transcriptome of 35S::BiP-4 at ψ_w_ = −1.0 MPa clustered together with the transcriptome of well-watered leaves and they diverged considerably from the drought-induced transcriptome of the WT (ψ_w_ = −1.0, −1.7 and −2.0 MPa) and 35S::BiP-4 leaves at ψ_w_ = −1.6 MPa. Taken together, our data revealed that BiP-overexpressing lines requires a much higher level of stress (ψ_w_ = −1.6 MPa) to respond to drought than that of WT (ψ_w_ = −1.0). Therefore, BiP overexpression maintains cellular homeostasis under water stress conditions and thus ameliorates endogenous osmotic stress.

## Introduction

The endoplasmic reticulum (ER) is a major biosynthetic organelle in all eukaryotic cells and it is the center secretory proteins synthesis, which occurs in ER membrane-associated polysomes, and protein processing, which occurs in the luminal space. The ER quality control (ER-QC) system mediates and monitors secretory proteins processing and folding, identifies and presents misfolded proteins to the ER-associated degradation (ERAD) machinery and thereby ensures that only properly folded proteins proceed to their final destinations in the secretory pathway [1]. To perform this task, ER-QC relies on molecular chaperone activities that not only assist in proper folding but also monitor the unfolded status of the secretory proteins. One such ER-resident molecular chaperone is the binding protein (BiP), which has been demonstrated to have multiple functions. BiP mediates the folding and maturation of secretory proteins, the targeting of misfolded proteins for degradation, the translocation of secretory proteins into the ER lumen and the regulation of the unfolded protein response (UPR), a signaling cascade that allows the ER lumen to communicate with the nucleus and cytoplasm of ER-stressed cells [2]–[4].

As in other eukaryotes, plant BiP is induced by any conditions that disrupt ER homeostasis and cause unfolded protein accumulation in the lumen of the organelle, a condition known as ER stress [5], [6]. To cope with the effects of ER stress, the cytoprotective UPR is activated and ER-resident molecular chaperone-, ERAD- and secretory route component-encoding genes are induced to increase the ER protein folding and processing capacity under stress conditions [2], [7], [8]. However, under persistent stress conditions resulting in an insufficient protein-processing capacity, the unfolded proteins are translocated back to the cytosol to be degraded by the proteasome through the activation of the ERAD system [9]–[12]. BiP is directly involved in ER- associated protein degradation by recognizing and targeting abnormally folded proteins for degradation [13]

The UPR can be activated by a variety of biotic and abiotic stresses that cause the accumulation of unfolded proteins in the ER lumen [14], [15]. Furthermore, chemical agents, such as tunicamycin and dithiothreitol (DTT), which interfere with protein folding in the ER, can induce the UPR [11]. In mammalian cells, the UPR is transduced through three distinct ER transmembrane sensors, namely PERK (protein kinase RNA-like ER kinase), Ire1 (inositol-requiring enzyme-1) and the basic leucine zipper transcription factor ATF6 (activating transcription factor-6) [16]. The molecular chaperone BiP has been shown to play a pivotal role in controlling the activation status of IRE1, PERK and ATAF6 [17]. Under normal conditions, BiP binding to the luminal domain of these UPR transducers renders them inactive, whereas the release of BiP from these sensors, which is triggered by unfolded protein accumulation in the ER, signals the activation of UPR.

Upon the disruption of ER homeostasis, plant cells activate at least two branches of the UPR through IRE1-like and ATF6-like transducers, resulting in the up-regulation of ER-resident molecular chaperones and the activation of the ER-associated protein degradation system [18]. The plant Ire1 ortholog is represented by two copies in the Arabidopsis genome, namely Ire1a and Ire1b, and one copy of OsIre1, in the rice genome [19], [20]. Similar to its mammalian counterpart, plant Ire1 is associated with the ER membrane and exhibits ribonuclease and autophosphorylation activities [21]. The substrate for plant Ire1 endonuclease activity is the transcript of the ER membrane-associated transcription factor bZIP60. In response to ER stress, bZIP60 mRNA is spliced in an IRE1-mediated process to generate an alternatively spliced transcript that lacks transmembrane domain-encoding sequences [21], [22]. This splicing leads to the synthesis of a soluble and functional bZIP60 transfactor that can be translocated to the nucleus, where it activates ER stress-inducible promoters. In addition, rice OsbZIP74 or OsbZIP50, which is an ortholog of Arabidopsis AtbZIP60, is regulated through the IRE1-mediated splicing of its RNA. In maize *ZmbZIP60* transcript splicing leads to the activation of ER stress-inducible promoters [23]–[25]. The second branch of UPR in plants mechanistically resembles the ATF6-mediated transduction of the ER stress signal. In responding to ER stress, the membrane-associated Arabidopsis ATF6 homologs bZIP17 and bZIP28 are relocated to the Golgi, where their transcriptional domains are proteolytically released from the membrane by SP2 [26], [27]. The released bZIP domain of these transfactors is then translocated to the nucleus, where it acts in concert with the heterotrimeric NF-Y complex to activate UPR genes [14]. Plant BiP has also been implicated in the regulation of UPR. BiP overexpression in tobacco and soybeans attenuates the activation of the UPR [28], [29] and, in Arabidopsis, BiP was recently shown to bind to and regulate bZIP28 activity [30]. Under unstressed conditions, plant BiP is bound to a bZIP28 that remains in the ER membrane. In response to ER stress, BiP dissociates from bZIP28, allowing it to be mobilized from the ER to the Golgi where it is proteolytically processed and released to enter the nucleus. Plant BiP has also been shown to modulate a stress-induced N-rich protein (NRP)-mediated cell death response [31]–[33].

NRP-mediated cell death signaling is a distinct, plant-specific branch of the ER stress pathway that has been uncovered in soybeans and has been shown to integrate ER and osmotic stress signals into a full response [34]. Ever since the discovery of the stress-induced NRP-mediated cell death response, many aspects of this signaling pathway induced by prolonged ER and osmotic stress have been detailed. We now know that both NRP-A and NRP-B in soybean, which harbor a conserved development and cell death domain (DCD) at the N-termini, are critical mediators of a stress-induced cell death response, which in turn resembles a programmed cell death event [28]. NRP expression is controlled by the ER and osmotic-stress induced transcriptional factor GmERD15, which specifically binds to the NRP-A and NRP-B promoters to activate their transcription [35]. Enhanced NRP accumulation causes the induction of plant-specific transcriptional factors GmNAC81 and GmNAC30, which interact with each other to fully activate the expression of the vacuolar processing enzyme (VPE), a plant-specific executioner of programmed cell death that displays caspase-1 like activity [36].

Because it is the sole molecular chaperone involved in the activation of UPR, BiP expression changes could indicate alterations in the folding environment and ER processing capacity. Accordingly, BiP overexpression in mammals and plants attenuates ER stress and suppresses UPR activation [29], [38]. In addition to alleviating ER stress [29], BiP overexpression in plants has also been shown to increase water deficit tolerance [33], [39], [40]. BiP-mediated increases in water stress tolerance have been associated with the capacity to delay drought-induced leaf senescence, which is mediated by NRP-mediated cell death signaling. In transgenic lines, BiP overexpression attenuates ER and osmotic stress-induced cell death phenotypes, such as foliar necrotic lesions and wilting, the percentage of dead cells, senescence-associated gene marker induction, DNA fragmentation, caspase activity, lipid peroxidation and the induction of cell death marker genes NRP-A, NRP-B and GmNAC6 [31]. These results implicate BiP as a negative regulator of the stress-induced NRP-mediated cell death response. Nevertheless, whether BiP controls cellular homeostasis under drought conditions or simply delays dehydration-induced leaf senescence as the underlying mechanism for BiP-mediated increase in drought tolerance remains to be determined. To address this issue, we compared the drought-induced transcriptomes of wild type (WT) soybean leaves and BiP-overexpressing leaves at a similar leaf water potential (ψ_w_), which was induced by a slow soil-drying regime. Our results revealed that a gradual reduction of the leaf ψ_w_ to −1.0 MPa imposed a sufficiently high level of dehydration stress to induce tremendous reprogramming of the gene expression in WT soybean leaves. In contrast, the BiP-overexpressing leaves maintained cellular homeostasis at ψ_w_ = −1.0 MPa because they displayed only a slight change in the expression profile compared to the irrigated, well-watered leaves. However, as the dehydration stress increased to a ψ_w_ = −1.6 or −1.7 MPa, the global gene expression variation in BiP-overexpressing lines and WT lines approached similar levels, although the expression of senescence-associated genes and UPR markers remained lower in BiP-overexpressing lines.

## Materials and Methods

### Plant growth

The transgenic lines 35S::BiP-2 and 35S::BiP-4 were previously obtained by transforming soybean plants (*Glycine max* cv. Conquista) with a *soy*BiPD gene (GeneBank accession AF031241) under the control of a *cauliflower mosaic virus* 35S promoter [33], [41]. Soybean seeds from untransformed, WT lines and transgenic lines, T5 generation, were germinated in organic substrate, transferred to 3-L pots containing a mixture of soil, sand and dung (3∶1∶1) and grown in a greenhouse under ambient light, relative humidity (65–85%) and temperature (15–35°C) conditions. Each pot was weighed and received an equal amount of soil mixture.

### Water stress induction in 35S::BiP-4, 35S::BiP-2 and WT lines in the greenhouse

Plants were grown under normal conditions and a normal water supply until reaching the V3 developmental stage (fully expanded third trifoliate) when the field capacity was measured in all pots. Control plants were watered daily with approximately 180 mL of water per plant. The transgenic lines 35S::BiP-4 and 35S::BiP-2 and the WT lines were exposed to a slow drying soil treatment that consisted of a reduction in irrigation to 40% of the daily normal water supply for 25 d [33]. At the V3/V4 developmental stage, one-half of the transgenic and WT plants received 40% of the normal irrigation (restricted water regime) for 25 d and the remaining 50% of plants received a continuous normal water supply (control).

The soil water content of all samples was recorded as a function of time to ensure that the extent of soil drying or the severity of the plant water stress was similar for all analyzed samples. The leaf water potential (ψ) was measured on the third emergent trifoliate at dawn by using a Scholander pump [42] during the stress period. The stress severity was also determined by measuring leaf relative water content (RWC). As BiP-overexpressing and WT leaves displayed a similar degree of leaf osmotic adjustment under the water deprivation regime [33], the decrease in the leaf ψ and RWC occurred at similar extent in 35S::BiP-4 and WT leaves. For example, a decline of the leaf ψ to −1.5 MPa was associated with RWC = 55.5±1% (n = 3) in WT leaves and RWC = 56±1% (n = 3) in 35S::BiP-4 leaves, under our experimental conditions, The leaf RWC of well-watered WT and 35S::BiP-4 leaves was approximately 87%.

### Total RNA isolation and mRNA purification

Total RNA was isolated from fully expanded third trifoliates using TRIzol and then treated with RNase-free DNase (*Life Technologies Inc*). The RNA was quantified by spectrophotometry (*Evolution 60 Thermo Scientific*) and the quality and integrity of the RNA was examined by using an ethidium bromide-stained agarose gel (1.3% p/v; 2% formaldehyde). PolyA+ was purified by using the FastTrack 2.0 mRNA Isolation Kit (Life Technologies Inc.) according to the instructions from the manufacturer, quantified by spectrometry (Evolution 60 Thermo Scientific) and examined by electrophoresis.

### Microarray experiments and data analysis

For the microarray, RNA was extracted from well-watered and drought-stressed untransformed, wild-type and BiP-overexpressing soybean leaves at the V3/V4 developmental stage. Three biological replicates corresponding to transformed (35S::BiP) and untransformed (WT) leaves were used to obtain two independent mRNA pools to hybridize duplicate chips for each sample. Hybridizations were performed on Affymetrix GeneChip Soybean Genome Arrays (http://affymetrix.com/index.affx) according to the manufacturer's instructions and by following these steps: (a) double-stranded cDNA synthesis with the SuperScript *One-Cycle cDNA Kit*, (b) purification and cleaning of double-stranded cDNA with the cDNA Wash Buffer and Cleanup Spin Column, c) synthesis of biotinylated cRNA using the IVT Labeling kit, (d) amplification of cRNA using the IVT Master Mix, purification as in b and quantification at 260 nm by spectrophotometry (Evolution 60 Thermo Scientific) and (e) fragmentation (hydrolysis) of biotinylated cRNA to 35 to 200 nucleotides. Then, the cRNA (15 µg) was hybridized to an Affymetrix Soybean Genome Array for 16 h according to the Affymetrix GeneChip protocol with buffers provided by the manufacturers. The arrays were washed in a GeneChip Fluidic Station 450 GCOS/Microarray Suite (GeneChip Operating Software) and stained using a GeneChip IVT Labeling Kit. Chips were scanned with a Gene Array Scanner 3000 (Affymetrix) at a 3 µm pixel resolution and a 570 nm wavelength to generate cell intensity files (CEL). The CEL files were computationally analyzed using the R/Bioconductor package (Version 1.6/Version 2.6.0) [43]. Normalization was performed using the Robust Multiarray Analysis (RMA) method [44], which is available through the R/Bioconductor package for Affymetyrix arrays [45]. A Microarray Quality Assessment was performed by using functions from the Affy package along with functions from the R/Bioconductor package. To identify differentially expressed genes, we used R/MAANOVA (Microarray Analysis of Variance, http://churchill.jax.org/software/rmaanova.shtml), and the significance of differential gene expression was detected with F and t tests. The estimated p-values were corrected by FDR (false discovery rate) [46], and the resulting gene lists were classified according to the corrected p-values and fold-changes. The genes were considered to be differentially expressed if they yielded a corrected p-value<0.05 and a fold-change >1.5. The genes were annotated using the annotation Affymetrix file for the chip (http://www.affymetrix.com/support/technical/annotationfilesmain.affx), which was complemented with annotations from the Soybase (http://www.soybase.org/) and Phytozome (http://www.phytozome.net/) databases. The microarray data was deposited at Gene Expression Omnibus database under the accession number GSE50408.

### Real time PCR

For quantitative RT-PCR, total RNA was extracted from the frozen leaves with TRIzol and treated with RNase-free DNase I. First-strand cDNA was synthesized from 3 µg of total RNA using 5 µM oligo-dT(18), 0.5 mM dNTPs and 1 U M-MLV Reverse Transcriptase (Life Technologies Inc.). All of the real-time PCR procedures, including tests, validations and experiments, were conducted according to the recommendations of Applied Biosystems. RT-PCR reactions were performed on an ABI7500 instrument (Applied Biosystems) using cDNAs from the treatments, gene-specific primers (Table S1) and the SYBR Green PCR Master Mix (Applied Biosystems). Amplification reactions were performed as follows: 10 min at 95°C and 40 cycles of 94°C for 15 sec and 60°C for 1 min. The soybean RNA helicase [34] was used as an endogenous control to normalize the RT-PCR values. Gene expression was quantified by using the 2^−ΔCT^ or 2^−ΔΔCT^ method. The data were subjected to statistical analysis, and the means were compared using confidence intervals generated by the t test at P≤0.05.

## Results

### Leaf water potential in BiP-overexpressing lines under a slow soil-drying regime

The soybean transgenic lines 35::BiP-2 and 35S::BiP-4 overexpress *soyBiPD* (GeneBank accession AF031241) [41] under the control of the CaMV 35S promoter [33] and they were subjected to a slow soil-drying treatment in which a water deficit was induced by reducing irrigation to a 40% level for 25 d. The leaf ψ_w_ of WT and BiP-overexpressing lines was progressively monitored at the third emergent trifoliate at dawn using a Scholander pump [42]. The differences between transformed and non-transformed plants were registered after 19 d under the restricted water regime, in which the irrigation was reduced to 40% of the daily normal water supply (Figure 1B). The BiP-overexpressing lines had normal turgid leaves (ψ_w_ = −0.6 MPa), whereas the WT lines displayed completely wilted leaves (ψ_w_ = −1.0 MPa) when photographed at 10 am. After 25 d under progressive dehydration, the leaf ψ_w_ of stressed WT plants declined to a maximum stress of −2.0 MPa, whereas the leaf ψ_w_ of transgenic plants did not decrease below −1.6 MPa (Figure 1A). The leaf water status indicated that the BiP-overexpressing lines were protected against dehydration; the decline in the leaf ψ_w_ was delayed in these lines under a slow water deficit regime.

**Figure 1:**
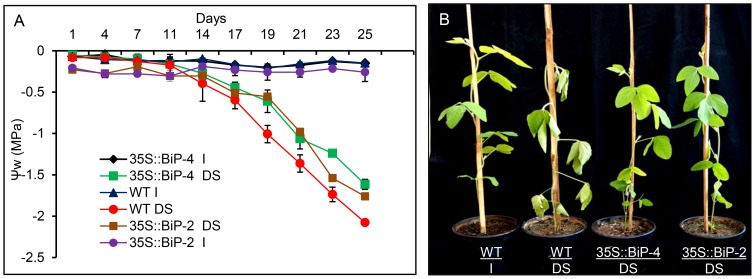
Drought-induced leaf dehydration in soybean transgenic and WT lines. (A) Drought stress was induced by reducing irrigation to 40% of the daily normal water supply. Leaf water potential was measured by using a Scholander pump. The leaf ψ_w_ of stressed wild-type plants declined to a maximum stress of −2.0 MPa, whereas the leaf ψ_w_ of transgenic plants did not decrease below −1.5 MPa. The bars represent confidence intervals (p≤0.05, n = 4). (B) Leaves were photographed on day 19 of the experiment, when 35S::BiP-4 and 35S::BiP-2 leaves displayed ψw = −0.6 MPa, whereas WT leaves presented a ψw = −1.0 MPa.

### Dehydration-induced transcriptomes from WT and 35S::BiP-4 leaves

The previous experiment clearly demonstrated that BiP overexpression delays leaf dehydration under a slow soil drying treatment. However, whether BiP maintains cellular homeostasis and prevents the establishment of endogenous stress under water deficit conditions remained to be determined. To address this issue, we performed microarray analyses to compare the transcriptome changes in drought-stressed 35S::BiP-4 leaves and drought-stressed WT leaves vs well-watered WT leaves at the V3/V4 transition stage to delineate the BiP-induced changes under drought conditions. We also analyzed the drought-induced changes in 35S::BiP-4 leaves by comparing the transcriptome changes of drought-stressed 35S::BiP-4 leaves vs well-watered 35S::BiP-4 leaves. Affymetrix Soybean Array GeneChips (61K) were hybridized with cRNAs from 35S::BiP-4 leaves at ψ_w_ = −1.0 MPa and ψ_w_ = −1.6 MPa, which corresponded to 21 and 25 days post-treatment [Figure 1A; 35S::BiP-4 (ψ_w_ = −1.0) 21d and 35S::BiP-4 (ψ_w_ = −1.6) 25d], respectively, and from WT leaves at ψ_w_ = −1.0, ψ_w_ = −1.7 and ψ_w_ = −2.0 MPa, which corresponded to 19, 23 and 25 days post-treatment, respectively, in addition to cRNAs from well-watered 35S::BiP-4 leaves and well-watered WT leaves. These last two treatments served as the reference controls and allowed us to examine the BiP-induced differential gene expression compared to wild-type leaves under normal, well-watered conditions. 

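The microarray data cover 7 groups of soybean leaves, each hybridized to 2 arrays, 14 arrays in all. They are irrigated WT leaves, irrigated 35S::BiP-4 leaves, WT leaves at −1.0 MPa (day 19), −1.7 MPa (day 23) and −2.0 MPa (day 25), and 35S::BiP-4 leaves at −1.0 MPa (day 21) and −1.6 MPa (day 25). Some of the paper's comparison names give day 21 for the 35S::BiP-4 leaves at −1.6 MPa, whereas its description of the design gives day 25. The 35S::BiP-4 line carries a soybean BiP gene, an ER-resident chaperone that binds unfolded proteins, under a constitutive promoter. The methods describe biological replicates combined into 2 independent mRNA pools per group, so p-values rest on the spread between pools and not between single plants. The fit takes 1 spread per probe set from all 7 groups together. Differences between the pools had an SD of 0.901 in WT leaves at −1.0 MPa and of 0.218 to 0.397 in the other groups. For WT leaves at −1.0 MPa the p-values may therefore be too small.
The array carries 37593 probe sets for soybean and 23394 for the soybean pathogens Phytophthora sojae and Heterodera glycines. With uninfected leaves the pathogen probe sets give a level for unspecific signal, and 62.1% to 75.6% of the soybean probe sets lay above their 95th percentile on each array. Log2 values of the 2 arrays of a group correlated across soybean probe sets with r between 0.9886 and 0.9965, except in WT leaves at −1.0 MPa (r = 0.9417). Replicate 1 of that group stood apart in the 3′ shift of its control probe sets. Its actin signal was 5.95 log2 units higher at the 3′ than at the 5′ probe set, against 2.61 to 3.84 on the other 13 arrays, and that of the dap transcript, a control added for labelling, 4.07 against 0.86 to 1.96. The highest of the other arrays in both was replicate 2 of the same group (3.84 and 1.96). The median soybean signal of replicate 1 was 1.96 against 2.48 to 2.77. The array reads the 3′ end of transcripts, so counts for WT leaves at −1.0 MPa are also given without this array.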

The results were analyzed with R/Bioconductor (Version 1.6/Version 2.6.0) [43] and the data were normalized by using the Robust Multiarray Analysis (RMA) method [44]. 

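The deposited values are log2 expression values per probe set, already background-corrected and normalized between arrays by the authors, and were used as they stand. Medians over all probe sets lie between 0.58 and 0.75 on every array, and the background step that gave this floor is not given in the sources used here. A linear model with 1 mean per group was fitted to the 37593 soybean probe sets over all 14 arrays with limma, whose moderated test draws on 7 residual and 3.36 prior degrees of freedom. Below, a probe set rose or fell when its adjusted p (Benjamini-Hochberg) was under 0.05 and its log2 fold change was above 1.5 or below −1.5, the criteria given in the paper's Results, that is a linear fold of at least 2.83. Its Methods name a corrected p under 0.05 and a fold change above 1.5 without a logarithm. Read as a linear fold of 1.5, this gives against irrigated WT leaves 13344, 12178 and 18028 probe sets in WT leaves at −1.0, at −1.7 and at −2.0 MPa and 3130 and 13599 in 35S::BiP-4 leaves at −1.0 and −1.6 MPa. Log2 fold changes are given with the standard error of that fit, from 2 pools per group. Data were simulated in which every group had the spread that the fit shares over all groups. The pools of WT leaves at −1.0 MPa differed more than those of any other group, so recovery there may be lower. Of 200 probe sets changed by 2 log2 units in these leaves, 89% were recovered, with 4 false calls. Of those changed by 1 log2 unit, a size under the fold threshold, 0% were recovered with it and 2.5% without it, with 0 false calls with it. For 40 of the 317 called values of genes named in the text, the mean of a compared group lay at or under 0.72, the 95th percentile of the pathogen probe sets, which is taken as background. Sizes of such changes are limited by it, as for the rises of the seed maturation proteins PM9, PM25 and PGMPM10, SBP65, GST14, DREB2A, the NAC72-like gene and the alpha-TIP aquaporin from irrigated WT leaves.
Gene names came from the array's platform table and from the descriptions in the paper's supplementary tables. Of the 9047 probe sets in the platform table 8677 had 1 gene, and 8009 probe sets had a supplementary description. Gene lists were fixed before the data were examined as words to be matched in these names, except those on symbols of seed maturation proteins, aquaporins and glutathione transferases, which were added after the main counts had been seen. Members found through the supplementary tables were listed there because they had changed in these same leaves. Their counts are therefore not independent evidence of a direction, and lists that rest on them are marked as study-chosen.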

Each treatment was compared with the control, irrigated WT leaves [35S::BiP-4(ψ_w_ = −1.0)21d/WTirrigated and 35S::BiP-4(ψ_w_ = −1.6)21d/WTirrigated; WT(ψ_w_ = −1.0)19d/WTirrigated, WT(ψ_w_ = −1.7)23d/WTirrigated and WT(ψ_w_ = −2.0) 25d/WTirrigated]. The transcriptome of stressed 35S::BiP-4 leaves was also compared with irrigated, well-watered 35S::BiP-4 leaves [35S::BiP-4(ψ_w_ = −1.0)21d/35S::BiP-4irrigated and 35S::BiP-4(ψ_w_ = −1.6)21d/35S::BiP-4irrigated]. The quality of the array was assessed with pairwise comparisons using MA plots (Figure S1).

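In WT leaves at −1.0 MPa the largest rises were those of a small heat shock protein of the HSP20 family (Glyma14g06900; log2 fold change 9.38, standard error 0.41, adjusted p = 1.23e-07 from limma), which keeps unfolding proteins soluble, and of the seed maturation protein PGMPM10 (Glyma13g17980; 8.88, standard error 0.22). The deepest falls were those of a ribulose-bisphosphate carboxylase small subunit (Glyma15g06270; −10.20, standard error 0.41), part of the enzyme that fixes CO2, and of germin-like protein 1 (Glyma16g00980; −8.89, standard error 0.27). The value of the small subunit is that of 1 probe set. Of the 9 others with its symbol 2 fell and 7 were not called, all between −2.72 and 0.59. Each value compares 2 pools with 2 pools of irrigated WT leaves. At −1.0 MPa in 35S::BiP-4 leaves the same small heat shock protein rose by 3.95 and the small subunit fell by 3.39, while PGMPM10 stood at 0.99 and germin-like protein 1 at −1.49, both short of the criteria (the latter called without replicate 2 of irrigated WT leaves, −1.57, or replicate 1 of 35S::BiP-4 leaves at −1.0 MPa, −1.59). The difference between the lines passed the test for all 4 genes, with interaction values of 7.84, 7.80, −7.02 and −8.26 (adjusted p = 1.27e-05, 1.3e-06, 2.29e-05 and 1.64e-06 from limma). The 9 other probe sets of the small subunit had interaction values between −1.32 and 0.88, none called.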

By using a corrected p-value<0.05 and log2-fold-change >1.5 for up-regulated genes and log2-fold-change<−1,5 criteria for down-regulated genes, we observed that a decline in the WT leaf ψ_w_ to −1.0 MPa was enough to induce robust gene expression reprogramming in WT leaves, but not in 35S::BiP-4 leaves (Figure 2). 

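Against irrigated WT leaves, 5578 probe sets passed the criteria in WT leaves at −1.0 MPa (2019 rose, 3559 fell; 3316 and 2592 with each array centred on its median), 5257 at −1.7 MPa (2240 and 3017) and 9664 at −2.0 MPa (4736 and 4928). The 35S::BiP-4 leaves had 921 at −1.0 MPa (332 and 589) and 5877 at −1.6 MPa (2889 and 2988). The seed maturation protein PM9 (Glyma03g30040) stood higher at each lower water potential in WT leaves, with log2 fold changes of 7.72 at −1.0 MPa, 9.81 at −1.7 MPa and 10.69 at −2.0 MPa, and so did a NAC transcription factor like NAC72 (Glyma12g22880) with 5.93, 8.61 and 10.18. Both had irrigated WT signal at the background (0.42 and 0.20), so that their rises are lower bounds. Galactinol synthase 2, which makes the precursor of raffinose sugars, was higher at −1.7 MPa (9.75) than at −1.0 MPa (7.69) but not higher again at −2.0 MPa (9.09). Values for 35S::BiP-4 leaves at −1.6 MPa were 10.02 for PM9, 9.14 for the NAC72-like gene and 9.71 for galactinol synthase 2, with standard errors up to 0.46 (n = 2 pools). Without replicate 1 of WT leaves at −1.0 MPa, that group had 4998 changed probe sets, and with only the arrays of the compared groups in the fit 3481.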

In both WT and 35S::BiP-4 lines, the number of differentially expressed genes increased with the severity of the drought stress. When compared under the same water potential (−1.0 MPa), drought-stressed WT leaves displayed 4049 differentially expressed genes, whereas in the BiP-overexpressing line only 754 genes were differentially expressed. This scenario did not persist with stress progression because a comparison between the drought-induced transcriptomes of WT leaves at −1.7 MPa and 35S::BiP-4 leaves at −1.6 MPa revealed that the number of differentially expressed genes in 35S::BiP-4 (4225) was slightly superior to that of WT leaves (3719), when compared to well-watered WT (WTirr). 

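At −1.0 MPa the 35S::BiP-4 leaves had 1108 changed probe sets against irrigated 35S::BiP-4 leaves (457 rose, 651 fell), beside the 921 against irrigated WT leaves and the 5578 of WT leaves. Among the largest rises in them were those of the sulfoquinovosyldiacylglycerol 2 gene, which the paper's tables also describe as GDP-mannose-dependent mannosyltransferase-like (Glyma03g14200; log2 fold change 6.89, standard error 0.31, adjusted p = 1.1e-06 from limma), monogalactosyldiacylglycerol synthase 2 (Glyma13g23150; 5.34), both of chloroplast membrane lipids, the phosphate-sensing protein SPX3 (4.61) and a MYB-like factor (Glyma20g32770; 4.35). In WT leaves at −1.0 MPa these 4 genes stood at 0.51, 0.73, 1.19 and 0.65, none past the criteria. The first and the last had irrigated WT signal at the background (0.48 and 0.45), so that their rises are lower bounds. The interaction passed for each of them, from −3.44 for SPX3 to −5.72 for the sulfoquinovosyldiacylglycerol gene. Among the deepest falls in 35S::BiP-4 leaves were those of a ruBisCO-associated protein (Glyma01g34300; −8.83), which fell by 8.26 in WT leaves, and of the vegetative storage protein VSPA (−7.74, standard error 1.17).
Compared directly, 3901 probe sets differed between 35S::BiP-4 and WT leaves at −1.0 MPa, 2520 of them higher and 1381 lower in 35S::BiP-4 leaves (1870 and 2083 with each array centred on its median); without replicate 2 of WT leaves at −1.0 MPa there were 6414, and with only the compared arrays in the fit 1787. The methods' t-test, here and below, is the same fit without moderation and does not repeat the paper's R/MAANOVA step. After Benjamini-Hochberg adjustment, with the fold threshold, it gave 5227 for WT and 761 for 35S::BiP-4 leaves against irrigated WT leaves, and 5561 and 974 at its unadjusted p.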

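The response of 35S::BiP-4 leaves at −1.6 MPa and of WT leaves at −1.7 MPa held the same size within 1 standard error for the seed maturation protein PGMPM10 (9.03 and 8.94, standard error 0.22), for galactinol synthase 2 and for a WRKY40-like factor (5.24 and 5.47, standard error 0.35). The water channel of the seed tonoplast, an alpha-TIP (Glyma16g33530), rose by 5.32 in them and stood at 0.96 in WT leaves at −1.7 MPa. Measured directly, 784 probe sets differed between these groups, 587 higher and 197 lower in 35S::BiP-4 leaves (412 and 352 with each array centred on its median, 471 and 269 with quantile normalization, and 471 in all without replicate 1 of 35S::BiP-4 leaves at −1.6 MPa). The interaction, which takes each line against its own irrigated leaves, was called for 1795 probe sets, of which 547 changed more upward in WT and 1248 more upward in 35S::BiP-4 leaves (1068 and 819 with each array centred on its median, 777 and 972 with quantile normalization); it fell to 965 without replicate 1 of irrigated WT leaves and to 1014 without replicate 1 of 35S::BiP-4 leaves at −1.6 MPa. Among them the alpha-TIP had a value of −4.50 (standard error 0.23, adjusted p = 1.42e-05 from limma).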

When we compare the transcriptome changes of 35S::BiP-4(ψ_w_ = −1.6)21d vs well-watered 35S::BiP-4 leaves, the number of differentially expressed genes in 35S::BiP-4 decreased to 3795 and was similar to that of stressed WT(ψ_w_ = −1.7)23d leaves. These results collectively indicated that BiP overexpression not only delayed (19 d×21 d) the drought-mediated decline in leaf ψ_w_, but it also attenuated the establishment of endogenous stress induced by a −1.0 MPa leaf ψ_w_. This level of leaf dehydration induced a modest change in the gene expression of 35S::BiP-4 leaves relative to the robust changes displayed by WT leaves at ψ_w_ = −1.0 MPa. These results are consistent with previous observations indicating that BiP-overexpressing lines display attenuated stress symptoms when they are exposed to a reduction in the daily water supply or to treatments with osmotic stress inducers [31]–[34], [39]. However, under a more severe stress conditions (ψ_w_ = −1.6 to −1.7), BiP overexpression may not alleviate the effect of drought in the transgenic lines.

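Against their own irrigated leaves, 5697 probe sets passed the criteria in 35S::BiP-4 leaves at −1.6 MPa (3001 rose, 2696 fell). Values against irrigated 35S::BiP-4 and against irrigated WT leaves differ, by construction, by the difference between the irrigated lines. PROGRAMMED CELL DEATH 4 (Glyma07g15060) rose by 5.04 against irrigated 35S::BiP-4 leaves and by 2.78 against irrigated WT leaves, and was −2.26 in irrigated 35S::BiP-4 against irrigated WT leaves (standard error 0.17, adjusted p = 0.000335 from limma). Likewise the gibberellin-regulated peptide GASA14 rose by 6.00 and 3.98. A HERC2-like ubiquitin ligase (Glyma14g22700) differed little between the references (8.83 and 9.01). With each array centred on its median, which moves the median log2 fold change of all probe sets in this comparison by −0.225, 2366 rose and 3406 fell.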

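Over all soybean probe sets, 35S::BiP-4 leaves at −1.0 MPa lay 0.506 times as far from irrigated WT leaves as WT leaves at −1.0 MPa did (Euclidean distance of group means 117 against 231; SD of the ratio 0.056 over 4 pairs of single arrays). WT leaves at −1.0 MPa were nearer to WT leaves at −1.7 MPa (distance 141) than to 35S::BiP-4 leaves at the same water potential (193). The drought change differed between the lines for 4738 probe sets, 1677 with a more positive and 3061 with a more negative change in WT leaves (interaction test; 2660 and 2274 with each array centred on its median, 7643 without replicate 2 of WT leaves at −1.0 MPa, 3834 at the lowest with 1 array left out). Gibberellin-regulated GASA9 was among the deepest such values (−8.84, standard error 0.60, adjusted p = 7.79e-06), falling by 7.44 in WT leaves. SMEP1 fell by 7.61 in WT leaves and stood at −0.31 in 35S::BiP-4 leaves (interaction −6.45). The leaves compared at −1.0 MPa were taken at day 19 for WT and day 21 for 35S::BiP-4 plants. The paper reasons from the number of differentially expressed genes at equal water potential. In its reading the line with more BiP dried later and also met less stress inside its cells at −1.0 MPa. It proposes that this relief may not extend to −1.6 MPa.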

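Among the 921 probe sets changed in 35S::BiP-4 leaves at −1.0 MPa were a small mitochondrial heat shock protein (Glyma08g22630), which rose by 4.73 against 8.35 in WT leaves at −1.0 MPa, and the desiccation-protective protein LEA5 (Glyma17g03040), which rose by 2.81 against 5.26. Both differences between the lines passed the interaction test (3.65, adjusted p = 0.00337, and 2.12, adjusted p = 0.000192 from limma; n = 2 pools per group). The RAD-like factor MYB142 fell by 3.88 in 35S::BiP-4 and by 4.79 in WT leaves, with standard errors of 0.34. The slope of the log2 fold changes on those of WT leaves at −1.7 MPa, over the 5257 probe sets changed there, was 0.229 for 35S::BiP-4 and 0.831 for WT leaves at −1.0 MPa.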

**Figure 2:**
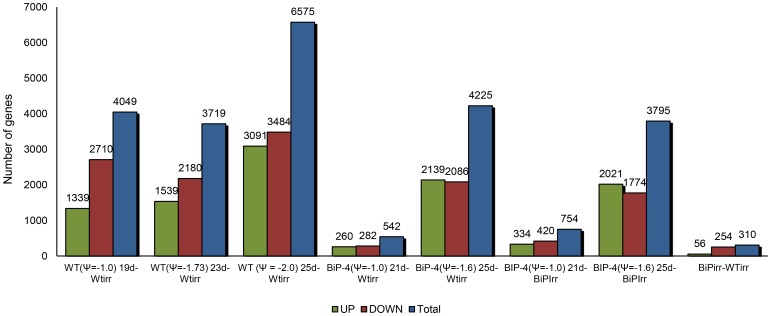
Global variation in gene expression induced by drought in the BiP-overexpressing line 35S::BiP-4. The plots indicate the number of differentially expressed genes in BiP-overexpressing leaves at ψ_w_ = −1.0 and ψ_w_ = −1.6, which corresponded to 21 and 25 days under a water deficit [35S::BiP-4 (ψ_w_ = −1.0) 21d and 35S::BiP-4 (ψ_w_ = −1.6) 21d], respectively and WT leaves at ψ_w_ = −1.0, ψ_w_ = −1.7 and ψ_w_ = −2.0, which corresponded to 19, 23 and 25 days under water stress, respectively, compared to well-watered WT leaves and well-watered BiP-overexpressing leaves.

Water deficits induce a complex network of adaptive responses in plants, which begins with the stress perception that activates molecular events leading to physiological, metabolic and developmental changes to improve defenses against stress conditions. To facilitate the interpretation of results, differentially expressed genes were functionally categorized via Gene Ontology (http://amigo.geneontology.org/); some of the categories were condensed to allow for a graphical representation of the data (Figure 3).

**Figure 3:**
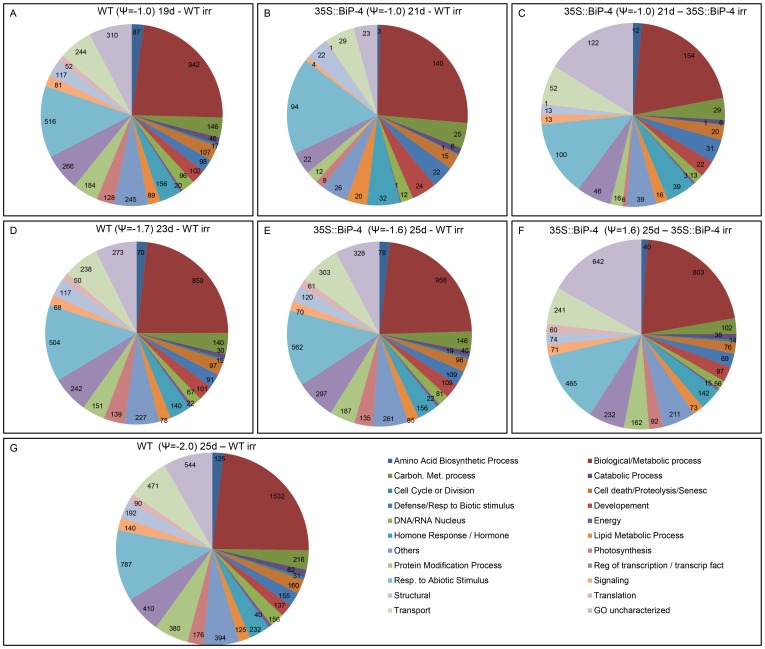
Functional categorization of differentially expressed genes based on biological processes. The pie chart illustrates the distribution of differentially expressed genes across functional categories as defined by the Gene Ontology Biological process. The water potential and days after treatment are indicated in the figure. The numbers represent the frequency of differentially expressed genes in each category compared to the well-watered WT control.

In the amino acid metabolism category, the down-regulated changes predominated over the up-regulated changes in all treatments (Figures 3A, 3D, 3G, and Tables S2 and S3). 

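Of the 38 probe sets of amino acid metabolism, a study-chosen list, 5 rose and 14 fell in WT leaves at −1.0 MPa (5 and 15 when adjusted over the list alone), 5 and 12 at −1.7 MPa and 10 and 17 at −2.0 MPa. At −1.6 MPa, in 35S::BiP-4 leaves, 8 rose and 12 fell. P5CS (Glyma01g24530), the first enzyme of proline synthesis, rose by 5.98, 6.44 and 5.67 in WT leaves and by 6.37 in 35S::BiP-4 leaves at −1.6 MPa (standard error 0.26, n = 2 pools per group). The cysteine synthase OAS-TL6 fell by 3.36, 3.47 and 2.93 in WT and by 3.56 in 35S::BiP-4 leaves, and acetolactate synthase, which opens the branched-chain pathway, by 3.29, 2.61 and 6.98 in WT leaves. Without replicate 1 of WT leaves at −1.0 MPa, the array with the steeper 3′ signal, 8 rose and 8 fell in that group.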

WT(ψ_w_ = −1.0)19d, WT(ψ_w_ −1.7)23d and WT(ψ_w_ −2.0)25d leaves displayed a massive number of differentially expressed genes (ranging from 70 to 125 genes) in comparison to well-watered leaves. In addition to proline, which functions as an osmolyte to alleviate dehydration-mediated cellular damages [47], under moderate water stress, other amino acids, such as valine, arginine and leucine, accumulate at high levels in response to ABA [48]. 

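In WT leaves at −1.0 MPa a branched-chain amino acid aminotransferase, which takes part in the breakdown of valine, leucine and isoleucine, rose by 4.14 (standard error 0.33, adjusted p = 5.33e-06 from limma), whereas in 35S::BiP-4 leaves at −1.0 MPa it stood at −0.94 (interaction 4.73, adjusted p = 7.45e-05). Asparagine synthetase AS1 rose by 4.36 in WT leaves. For the 38 amino acid probe sets as a whole, the drought change at −1.0 MPa was more negative in WT than in 35S::BiP-4 leaves for 12 and more positive for 1 (13 and 2 when adjusted over the list alone), in a list chosen by the study on these leaves. Without replicate 2 of WT leaves at −1.0 MPa the first of these counts was 19, and without replicate 1 the second was 3. OAS-TL6 was among them with −3.16, and acetolactate synthase with −3.28.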

Our results indicate that drought-induced leaf dehydration to ψ_w_ = −1.0 MPa is enough to efficiently alter the amino acid metabolism of WT leaves. In contrast, only 3 to 12 genes from this category were differentially expressed in dehydrated 35S::BiP-4 leaves at ψ_w_ = −1.0 MPa (Figures 3B, 3C), indicating that the BiP-overexpressing line maintained normal levels of basal leaf metabolism under moderate stress conditions. However, the number of differentially expressed amino acid metabolism genes under more severe stress conditions (ψ_w_ −1.6 MPa) in dehydrated 35S::BiP-4 leaves were similar to the number of ψ_w_ = −1.7 MPa-induced changes in WT leaves. Likewise, in all other functional categories, the number of ψ_w_ = −1.0 MPa differentially regulated genes was very low in 35S::BiP-4 leaves in contrast to WT leaves, in which drought-induced changes by a leaf ψ_w_ = −1.0 MPa reached levels similar to those induced by ψ_w_ = −1.7 MPa in WT leaves and ψ_w_ = −1.6 MPa in 35S::BiP-4 leaves (Figure 3).Therefore, under progressive dehydration, a moderate stress (ψ_w_ = −1.0 MPa) induces a robust global variation in gene expression in WT leaves and this variation persisted at similar level through ψ_w_ = −1.7 MPa (intermediate level of stress). These stress levels may correspond to an acclimation period in which rapid adaptive responses emerge to cope with dehydration. However, under a severe stress condition of ψ_w_ = −2.0 MPa, the WT leaves displayed a further increase in differentially expressed genes in all functional categories (Figure 3G, Table S2). These results revealed that progressive leaf dehydration induces a robust increment in the number of differentially expressed genes in soybean leaves at a moderate stress level of ψ_w_ = −1.0 MPa. This expression plateaus in response to intermediate stress conditions (ψ_w_ = −1.7 MPa), followed by a further increment in the number under severe stress conditions (ψ_w_ = −2.0 MPa). In contrast, a two-slope change in global gene expression was not observed in the transgenic line, and a robust change in the number of differentially expressed genes was only evident with a decline in the leaf ψ_w_ to −1.6 MPa. Collectively, these results further substantiate the argument that BiP protects plant cells against dehydration-induced stress.

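In 35S::BiP-4 leaves at −1.0 MPa, 4 of these probe sets rose and 0 fell against irrigated WT leaves (the same counts when adjusted over the list alone; the rises numbered 2 without replicate 1 of irrigated WT leaves or either replicate of 35S::BiP-4 leaves at −1.0 MPa), and 2 and 0 against irrigated 35S::BiP-4 leaves. With limma's unadjusted p under 0.05 and the same fold, 0 fell, and 0 fell by the methods' t-test. P5CS rose in this line too, by 3.33 against irrigated WT and by 5.36 against irrigated 35S::BiP-4 leaves, and AS1 by 4.52 against irrigated 35S::BiP-4 leaves. OAS-TL6 stood at −0.46. The list was taken from the study's own tables and is not independent evidence of direction.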

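In the amino acid list P5CS rose by 8.40 in 35S::BiP-4 leaves at −1.6 MPa against irrigated 35S::BiP-4 leaves, −2.03 being its value in irrigated 35S::BiP-4 against irrigated WT leaves (not called without replicate 1 of irrigated WT leaves, −1.98). The aminotransferase of branched-chain amino acids rose further in 35S::BiP-4 leaves at −1.6 MPa (6.11) than in WT leaves at −1.7 MPa (2.80), with an interaction of −3.66 (standard error 0.47, adjusted p = 0.00174 from limma). For AS1 the values were 4.29 and 3.95, with an interaction of −3.28. Irrigated 35S::BiP-4 leaves had less AS1 signal than irrigated WT leaves at this probe set (−2.95, not called without replicate 1 of irrigated WT leaves, −2.88), and this enters its interaction. The other probe set with its symbol stood at 0.75 between the irrigated lines and at −0.96 in the interaction, neither called. Of the 38 members 1 had a called interaction above 0 and 7 below 0 (1 and 9 when adjusted over the list alone). The latter numbered 3 without replicate 1 of irrigated WT leaves, 4 without replicate 2 of irrigated WT leaves or either replicate of 35S::BiP-4 leaves at −1.6 MPa, and 12 without either replicate of WT leaves at −1.0 MPa.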

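Of 38 LEA and dehydrin probe sets, whose proteins protect drying cells, 19 rose and 4 fell in WT leaves at −1.0 MPa, 22 and 2 in WT leaves at −1.7 MPa and 23 and 4 in 35S::BiP-4 leaves at −1.6 MPa. In 35S::BiP-4 leaves at −1.0 MPa 0 rose and 0 fell in limma, 0 and 0 with its unadjusted p and the same fold, 0 and 0 by the methods' t-test, and 14 at an unadjusted p under 0.05 alone. LEA5, which another description keeps out of this list, rose in both lines. Of 25 glutathione transferases, which detoxify oxidized compounds, 16 rose and 3 fell in WT leaves at −1.0 MPa, 18 and 1 at −1.7 MPa, 21 and 1 in 35S::BiP-4 leaves at −1.6 MPa and 3 and 0 at −1.0 MPa (5 and 0 without replicate 2 of irrigated WT leaves, and 5 rises with each array centred on its median). For the 72 probe sets of abscisic acid synthesis, turnover and signalling the counts in the same order were 16 and 14, 32 and 11, 42 and 7 and 2 and 0. The abscisic acid rises of the last group numbered 1 without replicate 1 of 35S::BiP-4 leaves at −1.0 MPa, and the glutathione transferase falls of WT leaves at −1.0 MPa 1 without replicate 1 of WT leaves at −1.0 MPa and 1 with each array centred on its median. All 3 lists are study-chosen (the same counts when adjusted over the list alone).
The glutathione transferase GST14 rose by 5.87 in WT leaves at −1.0 MPa and stood at 0.33 in 35S::BiP-4 leaves at −1.0 MPa (interaction 5.76, adjusted p = 0.00027 from limma). NCED1 (Glyma08g18800), the enzyme that limits abscisic acid synthesis, rose by 4.12, 6.27 and 6.31 in WT leaves at −1.0 and −1.7 MPa and 35S::BiP-4 leaves at −1.6 MPa (interaction at −1.0 MPa 5.35). With replicate 1 of WT leaves at −1.0 MPa left out, 21 LEA probe sets rose and 3 fell there, and 26 and 12 of the abscisic acid list. With each array centred on its median 8 of the abscisic acid list fell.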

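At −2.0 MPa the glutathione transferases of WT leaves numbered 21 that rose and 1 that fell, the LEA and dehydrin probe sets 27 and 6 and the abscisic acid probe sets 47 and 17 (the same counts when adjusted over the list alone), all in lists chosen by the study. GST14 reached 9.46, PM30 (Glyma13g44020), a seed maturation protein, 9.47 and the transcription factor DREB2A (Glyma14g06080), which binds dehydration-responsive promoters, 5.90 (standard error 0.54, adjusted p = 5.16e-06 from limma). The irrigated WT signals of DREB2A (0.61) and GST14 (0.62) were at the background, so that these rises are lower bounds. Fructose-1,6-bisphosphatase, an enzyme of the Calvin cycle and sucrose synthesis, fell by 9.07 after 2.44 and 2.92, while the other probe set with its symbol stood at −0.04, and rubisco activase, which keeps rubisco working, fell by 8.67 after 2.27 at −1.7 MPa. The LEA protein SBP65 rose by 6.10 at −2.0 MPa and by 3.44 in 35S::BiP-4 leaves at −1.6 MPa.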

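The glutathione transferase GST24 had log2 fold changes in WT leaves of 5.53, 5.54 and 6.57 at −1.0, at −1.7 and at −2.0 MPa (standard error 0.29, n = 2 pools per group) and the xylem NAC factor XND1 5.72, 6.29 and 4.84. GST24 in 35S::BiP-4 leaves at −1.0 MPa stood at −1.40 (interaction 7.75, adjusted p = 2.42e-06 from limma).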

In both WT and 35S::BiP-4 leaves, the number of down-regulated photosynthesis-related genes increased as the stress persisted, but, nevertheless, these down-regulated changes were lower in stressed transgenic lines, mainly in 35S::BiP-4(ψ_w_ = −1.0)21d (Figure 3, Tables S2 and S3). These findings are consistent with recently published results revealing that drought induces a down-regulation of photosynthesis-related genes in soybean leaves [49], which is parallel to the inhibition of photosynthetic rates displayed by drought-stressed soybean plants [33]. 

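Of 106 photosynthesis probe sets, a study-chosen list, 84 fell and 1 rose in WT leaves at −1.0 MPa, 87 and 0 at −1.7 MPa and 103 and 1 at −2.0 MPa. In 35S::BiP-4 leaves 5 fell and 0 rose at −1.0 MPa and 84 and 0 at −1.6 MPa against irrigated WT leaves, 5 and 0 and 72 and 0 against irrigated 35S::BiP-4 leaves (the same counts when adjusted over the list alone). The median log2 fold change of the list was −2.56, −2.23 and −4.30 in WT leaves and −0.56 and −2.27 in 35S::BiP-4 leaves. The cytochrome b6f subunit PetM, which passes electrons between the photosystems, fell by 5.90, 5.55 and 7.16 in WT leaves and by 5.07 in 35S::BiP-4 leaves at −1.6 MPa (standard error 0.43, n = 2 pools per group), and stood at −1.04 in 35S::BiP-4 leaves at −1.0 MPa. The small subunit of rubisco of Glyma15g06270 fell by 8.36 in WT leaves at −1.7 MPa, fell by 11.16 at −2.0 MPa and fell by 6.01 in 35S::BiP-4 leaves at −1.6 MPa. These are values of 1 probe set. Of the 9 others with its symbol 2, 4 and 2 fell in these groups, with the lowest at −2.63, −4.59 and −2.76. The falls of 35S::BiP-4 leaves at −1.0 MPa against their own control numbered 2 without replicate 1 of irrigated 35S::BiP-4 leaves, and the rises of WT leaves at −1.0 MPa 2 without replicate 2 of WT leaves at −1.0 MPa.

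**Figure D1:**
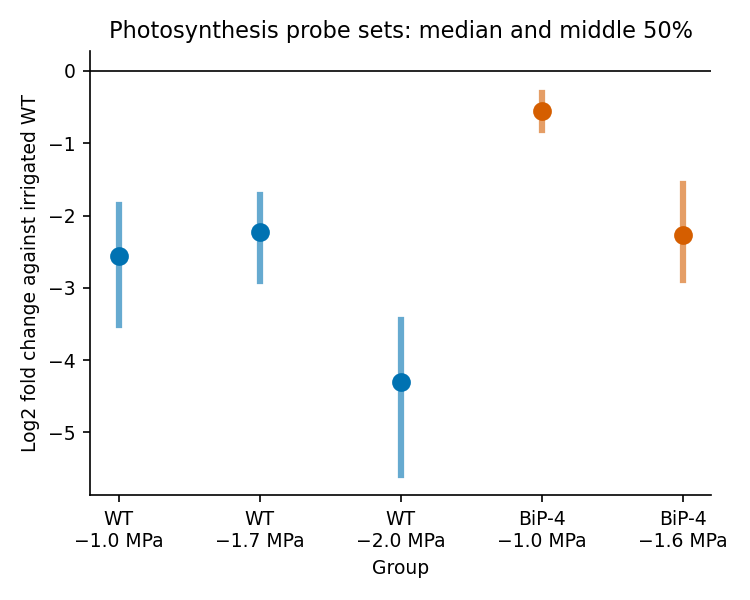
Median log2 fold change (points) and middle 50% (lines) of the 106 photosynthesis probe sets against irrigated WT leaves, per group, each from 2 arrays against 2. The median of 35S::BiP-4 leaves at −1.0 MPa is −0.56 and that of WT leaves at −1.0 MPa −2.56.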

The inhibition of photosynthesis under drought conditions leads to stunted growth and this response has been proposed to serve as an adaptive plant survival mechanism in stress conditions [49]. 

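The difference between the lines at −1.0 MPa was below 0 for 80 and above 0 for 1 of the 106 study-chosen photosynthesis probe sets, with a deeper fall in WT leaves (81 and 1 when adjusted over the list alone; 2 without replicate 2 of WT leaves at −1.0 MPa above 0). The antenna protein CP24 of photosystem II had an interaction of −5.72 (standard error 0.72, adjusted p = 0.000313 from limma), falling by 5.63 in WT leaves, and PetM of −5.30. At −1.7 and −1.6 MPa the interaction was called for 2 below and 0 above 0 (below 0, 0 without replicate 1 of irrigated WT leaves or replicate 2 of 35S::BiP-4 leaves at −1.6 MPa and 1 without replicate 2 of irrigated 35S::BiP-4 leaves, replicate 2 of irrigated WT leaves, replicate 1 of WT leaves at −1.7 MPa or replicate 1 of 35S::BiP-4 leaves at −1.6 MPa). Of 15 probe sets for chlorophyll synthesis and breakdown, study-chosen as well, 7 fell and 2 rose in WT leaves at −1.0 MPa and 0 and 0 in 35S::BiP-4 leaves (the same counts when adjusted over the list alone; in limma at an unadjusted p with the fold 0 and 0, by the methods' t-test 0 and 0, and 1 at an unadjusted p alone). Among those that fell were the synthesis enzymes glutamyl-tRNA reductase (−3.26, interaction −3.99) and the magnesium chelatase H subunit (−2.85, interaction −2.87). Of the list, without replicate 1 of WT leaves at −1.0 MPa 4 rose. With all arrays the rises were those of the breakdown enzymes pheophytinase, by 2.29 (interaction 2.57), and pheophorbide a oxygenase, by 2.23 (interaction 2.12).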

Our results may also invoke an alternative mechanism for BiP protection against dehydration because the down-regulation of photosynthesis-related genes under drought conditions was attenuated in 35S::BiP-4 leaves. Accordingly, the drought-induced decrease in the photosynthesis rate has been shown to be significantly lower in BiP-overexpressing lines than in WT leaves [33], [39].

Among the differentially expressed genes, abiotic stimuli-responsive genes predominated in all treatments. In this functional category, the number of differentially expressed genes increased as the stress persisted and except for WT(ψ_w_ = −1.0)19d in which the down-regulated genes predominated, in all other treatments the number of induced genes was superior (Tables S2 and S3). This functional category included functional drought-responsive genes, such as HSPs, LEA, peroxidases, protease inhibitors and drought-responsive regulatory genes, which were predominantly listed in the transcription factor category (Tables S4, S5, S6, S7, S8, S9, S10, S11, S12, S13).

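Stress-protective genes can also be listed by platform symbol alone, which does not draw on these leaves. The 33 probe sets with symbols of seed maturation and LEA proteins were listed this way after the counts of all genes had been seen. Of them 20 rose and 0 fell in WT leaves at −1.0 MPa, 21 and 0 at −1.7 MPa and 24 and 2 at −2.0 MPa, 1 and 0 in 35S::BiP-4 leaves at −1.0 MPa and 21 and 1 at −1.6 MPa (the same counts when adjusted over the list alone). Their median log2 fold change was 2.92, 3.80, 5.06, 0.11 and 4.32 in the same order. PM25, a seed maturation protein, rose by 4.73 in WT leaves at −2.0 MPa and by 3.09 in 35S::BiP-4 leaves at −1.6 MPa (standard error 0.20, n = 2 pools per group), and stood at 0.48 and 0.38 in WT leaves at −1.0 and −1.7 MPa. The falls at −2.0 MPa numbered 1 without replicate 1 of irrigated WT leaves or replicate 2 of WT leaves at −2.0 MPa. Set against all other genes by limma's camera test, the list stood higher in WT leaves at −1.0 MPa with an adjusted p = 4.74e-12, and an adjusted p = 0.0825 with an estimated correlation between genes. For 35S::BiP-4 leaves at −1.0 MPa it gave an adjusted p = 0.0301, and an adjusted p = 0.414 with an estimated correlation. For the interaction at −1.0 MPa the test gave an adjusted p = 7.51e-14, and 0.0825 with an estimated correlation.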

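Heat shock proteins, chaperones that bind unfolding proteins, changed in every stressed group. Of 81 such probe sets 44 rose and 11 fell in WT leaves at −1.0 MPa, 33 and 10 at −1.7 MPa and 22 and 13 at −2.0 MPa, 18 and 2 in 35S::BiP-4 leaves at −1.0 MPa and 19 and 15 at −1.6 MPa (the same counts when adjusted over the list alone, except 35 and 10 in WT leaves at −1.7 MPa, 18 and 3 in 35S::BiP-4 leaves at −1.0 MPa). Their number of rises was highest at the mildest stress in WT leaves, where the small heat shock protein of Glyma14g06910 rose by 7.73 against 4.42 at −1.7 MPa, and Hsp22.5 by 7.75. Most members were listed in the study's tables because they had changed. The 18 members found by platform symbol gave 10 rises and 0 falls in WT leaves at −1.0 MPa and 3 and 0 at −2.0 MPa, and for them limma's camera test gave an adjusted p = 8.58e-05 at −1.0 MPa (adjusted p = 0.414 with an estimated correlation). With replicate 1 of WT leaves at −1.0 MPa left out, 47 of the 81 rose and 8 fell there. Among 35S::BiP-4 leaves at −1.0 MPa the falls numbered 1 without either replicate of irrigated WT leaves or either replicate of 35S::BiP-4 leaves at −1.0 MPa.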

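Peroxidases use hydrogen peroxide and build cell walls or remove oxidants. Of 29 probe sets, study-chosen, 17 fell and 4 rose in WT leaves at −1.0 MPa, 17 and 4 at −1.7 MPa, 18 and 2 at −2.0 MPa and 12 and 3 in 35S::BiP-4 leaves at −1.6 MPa, against 4 and 1 at −1.0 MPa (the same counts when adjusted over the list alone, except 18 and 4 in WT leaves at −1.7 MPa, 12 and 4 in 35S::BiP-4 leaves at −1.6 MPa). Cationic peroxidase 2 (Glyma17g01720) fell by 4.95, 2.35 and 5.10 in WT leaves (standard error 0.33, n = 2 pools per group). Glutathione peroxidase 6 (Glyma01g42840), which repairs oxidized lipids, was among the few that rose, by 4.27, 3.80 and 4.83 in WT leaves and by 1.81 and 4.28 in 35S::BiP-4 leaves at −1.0 and −1.6 MPa. The peroxidase falls of 35S::BiP-4 leaves at −1.0 MPa numbered 1 without replicate 2 of 35S::BiP-4 leaves at −1.0 MPa and 2 without replicate 1 of irrigated WT leaves. At −1.0 MPa PM30 rose by 6.70 in WT leaves, with an interaction of 6.34 (adjusted p = 7.57e-05 from limma).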

A close inspection of the abiotic-responsive genes revealed that those genes are regulated by a variety of primary stresses, such as drought, heat, cadmium, cold, salt, which generates an oxidative stress signal as a common secondary stress. The BiP- induced transcriptome in leaves of well-watered leaves revealed that the most significant enriched GO term among the 254 BiP-mediated down-regulated genes (Figure 2) belongs to the abiotic stimulus-responsive category with a large proportion of dehydration-induced genes and components of the antioxidant system (Table S14) [50]. This finding may explain the large difference observed in the number of differentially expressed abiotic-responsive genes mediated by BiP overexpression in stressed leaves [35S::BiP-4(ψ_w_ = −1.6)21d/WTirrigated; 593 differentially expressed genes, Table S2] and induced by drought in stressed 35S::BiP-4 leaves [35S::BiP-4(ψ_w_ = −1.6)21d/35S::BiP-4irrigated; 465 differentially expressed genes, Table S3]. 

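In irrigated leaves 247 probe sets differed between the lines, 216 lower and 31 higher in 35S::BiP-4 leaves; without replicate 1 of irrigated WT leaves there were 98, 90 lower and 8 higher. Among the lowest were a P34-like thiol protease (Glyma08g12340; log2 fold change −4.51, standard error 0.45, adjusted p = 0.001 from limma), the lipoxygenase LOX7 (−4.03), which oxidizes membrane lipids, and GASA9 (−3.71). Of the antioxidant enzymes a peroxidase (Glyma11g08520) was lower by 2.44 (standard error 0.24, adjusted p = 0.001). Asparagine synthetase AS1 was lower by 2.95 at 1 probe set (not called without replicate 1 of irrigated WT leaves, −2.88) and stood at 0.75 at the other, not called. The beta-amylase of Glyma06g45700, which releases maltose from starch, was lower by 2.06. The abscisic acid receptor PYL4-like (Glyma07g19120) was higher, at 1.95. Of 55 probe sets of jasmonate synthesis and vegetative storage, study-chosen, 4 were lower and 0 higher (4 and 1 when adjusted over the list alone; without replicate 1 of irrigated WT leaves 2 were lower).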

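Of 31 cell death and senescence probe sets, a study-chosen list, 1 was lower and 0 higher in irrigated 35S::BiP-4 than in irrigated WT leaves (the same counts when adjusted over the list alone; lower were 2 without either replicate of WT leaves at −1.0 MPa). The 1 that was lower is PROGRAMMED CELL DEATH 4 (Glyma07g15060), a gene for a protein with domains of translation inhibitors. By limma's unadjusted p with the fold, 2 were lower and 0 higher, and by the methods' t-test 1 and 0. Vacuolar processing enzyme 2 (Glyma14g10620), a protease of vacuole-mediated cell death, stood at 0.78 (standard error 0.27, adjusted p = 0.186, n = 2 pools per line), and the ubiquitin ligase of Glyma14g22700, which marks proteins for degradation, at 0.19.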

Under normal conditions, BiP overexpression also down-regulated protein degradation and cell death-associated genes (Table S14), which may be consistent with the negative effects of BiP on stress-induced senescence or cell death programs [31]–[33]. 

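Under drought, 6 rose and 2 fell of the 31 study-chosen cell death and senescence probe sets in WT leaves at −1.0 MPa, 8 and 2 at −1.7 MPa and 21 and 5 at −2.0 MPa. In 35S::BiP-4 leaves 0 rose and 4 fell at −1.0 MPa and 13 and 3 at −1.6 MPa (the same counts when adjusted over the list alone, except 9 and 2 in WT leaves at −1.7 MPa; at −1.0 MPa, by unadjusted p with the fold in limma 1 and 4 and by the methods' t-test 0 and 3). Both probe sets of vacuolar processing enzyme 2 were among the falls of 35S::BiP-4 leaves at −1.0 MPa. The interaction at −1.0 MPa was called for 8 probe sets above 0 and 0 below 0 (13 and 0 without replicate 1 and 5 and 4 without replicate 2 of WT leaves at −1.0 MPa). A cysteine proteinase like RD21a (Glyma06g11890) fell by 3.26, 3.58 and 3.20 in WT leaves (standard error 0.62), the first not called with only the compared arrays in the fit (adjusted p = 0.0691 from limma). Among 35S::BiP-4 leaves at −1.0 MPa, without replicate 1 of irrigated WT leaves 2 fell, and in WT leaves, without replicate 2 of WT leaves at −1.0 MPa 6 fell (1 with each array centred on its median). PROGRAMMED CELL DEATH 4 rose by 2.13, 2.84 and 2.94 in WT leaves at −1.0, at −1.7 and at −2.0 MPa.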

Our genome-wide expression analysis also suggested that BiP inhibited drought-induced senescence and cell death-associated genes, which were mostly down-regulated in stressed 35S::BiP leaves.

The drought-induced activation of transcriptional factors occurs with rapid kinetics response to dehydration stress. 

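In WT leaves at −1.0 MPa, 30 rose and 5 fell of 100 NAC probe sets, 11 and 6 of 120 WRKY, 11 and 39 of 150 MYB and 8 and 11 of 104 bZIP probe sets (the same counts when adjusted over the list alone). Members from the study's tables were selected on these leaves; those found by platform symbol alone gave 15 and 3 of 35 NAC, 9 and 6 of 108 WRKY, 5 and 29 of 117 MYB and 6 and 6 of 91 bZIP. A WRKY40-like factor (Glyma06g06510) rose by 5.16 (standard error 0.35), MYB184 by 4.50 and bZIP34 by 3.61, while bZIP105 fell by 3.40 and MYB142 was among the MYB genes that fell. Set against all other genes by limma's camera test, the symbol members stood higher for NAC (adjusted p = 0.00112, adjusted p = 0.398 with an estimated correlation) and lower for MYB (adjusted p = 0.00959, adjusted p = 0.349 with an estimated correlation); WRKY (adjusted p = 0.296) and bZIP (adjusted p = 0.408) were not called.
Without replicate 1 of WT leaves at −1.0 MPa, 18 WRKY probe sets rose and 1 fell, 17 and 33 MYB, and 14 and 7 bZIP. For bZIP the balance thus turned, as it did with each array centred on its median (14 and 7) or normalized again (10 and 8). Without replicate 2, 12 WRKY, 17 bZIP and 8 NAC probe sets fell. Centred on the median, WRKY gave 19 rises and 3 falls. Without replicate 1 camera with the preset correlation also called WRKY, with an adjusted p = 0.0447; over all arrays its adjusted p = 0.744 with an estimated correlation.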

In fact, a robust activation of bZIP, MYB, WRKY and NAC genes was evident in the WT at a leaf water status as low as ψ_w_ = −1.0 MPa (Table S3). A large repertoire of drought-induced NAC genes was already activated under these conditions and the NAC transcripts accumulated to higher levels as the stress progressed to a lower water potential (Table S15). In contrast, the induction of transcriptional factors in 35S::BiP-4 leaves was only evident at a stress level of ψ_w_ = −1.6 MPa (Figure 4C, Tables S2 and S3), indicating that BiP may delay the perception of dehydration-induced endogenous stress.

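Of 100 NAC probe sets 40 rose and 3 fell in WT leaves at −1.7 MPa and 58 and 13 at −2.0 MPa (the same counts when adjusted over the list alone). Their median log2 fold change went from 0.70 at −1.0 MPa to 0.98 and 2.09. The members with a platform symbol, which the study did not select, gave 17 and 25 rises at −1.7 and −2.0 MPa. NAC3 (Glyma06g38410) rose over the 3 WT groups by 5.15, 6.12 and 6.90 (standard error 0.40, n = 2 pools per group) and NAC2 by 1.70, 2.43 and 2.75. GmNAC30 (Glyma05g32850), a regulator of cell death genes, rose by 2.88, 3.42 and 3.41, at its second probe set by 2.44, 2.76 and 2.26, while the third probe set stood at 1.22 at −1.0 MPa (adjusted p = 0.147; 2.44 and called without replicate 1 of WT leaves at −1.0 MPa, and near 0 without replicate 2, adjusted p = 0.995 from limma). It rose by 2.36 at −1.7 MPa, not called without replicate 1 of irrigated WT leaves (2.12) or of WT leaves at −1.7 MPa (1.85), and by 2.91 at −2.0 MPa. NAC14 fell, by 3.20, 2.21 and 3.62. At −1.0 MPa 37 NAC probe sets rose and 7 fell without replicate 1 of WT leaves at −1.0 MPa, and 30 and 8 without replicate 2.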

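For 35S::BiP-4 leaves at −1.0 MPa, 0 NAC probe sets rose and 0 fell in limma, 0 and 0 with its unadjusted p and the same fold, 0 and 0 by the methods' t-test, and 22 at an unadjusted p under 0.05 alone; NAC falls numbered 2 without replicate 1 of 35S::BiP-4 leaves at −1.0 MPa. WRKY probe sets gave 2 rises and 0 falls, MYB 5 and 9 and bZIP 2 and 1. The WRKY rises numbered 1 without either replicate of irrigated WT leaves or either replicate of 35S::BiP-4 leaves at −1.0 MPa, and the bZIP rises 1 without replicate 1 of irrigated WT leaves or either replicate of 35S::BiP-4 leaves at −1.0 MPa. At −1.6 MPa the counts were 50 rises and 7 falls for NAC, 35 and 7 for WRKY, 23 and 21 for MYB and 16 and 3 for bZIP (the same counts when adjusted over the list alone, except 24 and 21 for MYB transcription factors in 35S::BiP-4 leaves at −1.6 MPa); the balance of MYB turned to 20 and 26 with each array centred on its median. These lists hold members the study selected on these leaves. NAC3 rose by 6.27 at −1.6 MPa and NAC2 by 2.65, and the interactions at −1.0 MPa were 6.13 and 2.00 (adjusted p = 4.63e-05 and 0.000276 from limma). At −1.0 MPa WRKY51 was among the few that rose in this line (2.51, standard error 0.35). Counts above are against irrigated WT leaves. Against irrigated 35S::BiP-4 leaves, 0 of the 35 NAC members found by platform symbol rose and 2 fell at −1.0 MPa in this line. For the 108 WRKY members found so, 1 rose and 5 fell. For the difference between the lines at −1.0 MPa, 30 NAC probe sets were called above 0 and 3 below (5 without replicate 2 of WT leaves at −1.0 MPa below); limma's camera test over the 35 symbol members gave an adjusted p = 9.74e-07 (adjusted p = 0.228 with an estimated correlation).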

**Figure 4:**
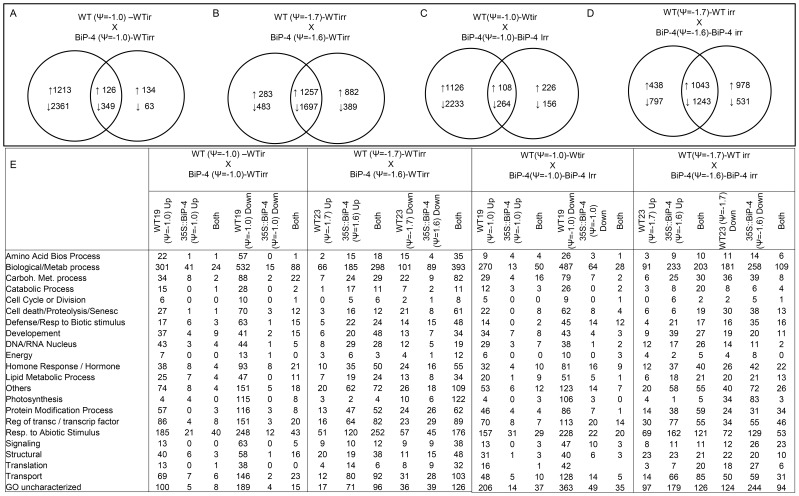
A Venn diagram representing the distribution of shared and specific responses induced by progressive drought in WT and 35S::BiP-4 plants under a similar leaf Ψw. A. The number of shared and specific differentially expressed genes by comparing (A) WT (Ψw = −1.0)-WTirr and 35S::BiP-4 (Ψw = −1.0)- WTirr, (B) WT (Ψw = −1.0)-WTirr and 35S::BiP-4 (Ψw = −1.0)- 35S::BiP-4irr, (C) WT (Ψw = −1.7)-WTirr and 35S::BiP-4 (Ψw = −1.6)-WTirr and (D) WT (Ψw = −1.7)-WTirr and 35S::BiP-4 (Ψw = −1.6)-35S::BiP-4irr. The arrows indicate up-regulated (↑) and down-regulated (↓) genes. (E) The number of up- and down-regulated genes in each functional category based on Biological Processes through *Gene Ontology*.

Abiotic stress causes the inhibition of plant growth and development, a reduction in photosynthesis and respiration and disturbances in nucleic acid metabolism [51], [52]. One of the most rapid responses to drought acclimation is the decrease in leaf growth. In Arabidopsis, the inhibition of leaf growth is compensated by a slight induction of expansin genes, which causes an increase in cell expansion to reduce the transpiration area and thereby maintain the leaf turgor [53]. 

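Expansins loosen cell walls as cells grow or regain turgor. Against irrigated 35S::BiP-4 leaves, 5 of 13 expansin probe sets rose and 0 fell in 35S::BiP-4 leaves at −1.0 MPa, and the rises numbered 3 without replicate 1 of irrigated 35S::BiP-4 leaves or either replicate of 35S::BiP-4 leaves at −1.0 MPa. Against irrigated WT leaves 2 and 0 did so, and 4 and 2 in WT leaves at −1.0 MPa (the same counts when adjusted over the list alone, except 6 and 1 in 35S::BiP-4 leaves at −1.0 MPa against their own control, 3 and 1 in 35S::BiP-4 leaves at −1.0 MPa; a study-chosen list). Those rises of 35S::BiP-4 leaves numbered 0 without replicate 2 of irrigated WT leaves or replicate 1 of 35S::BiP-4 leaves at −1.0 MPa and 1 without either replicate of irrigated 35S::BiP-4 leaves, replicate 1 of irrigated WT leaves, replicate 2 of 35S::BiP-4 leaves at −1.0 MPa, either replicate of 35S::BiP-4 leaves at −1.6 MPa or either replicate of WT leaves at −2.0 MPa, and 3 with each array centred on its median. An expansin-like A1 (Glyma11g10240) in 35S::BiP-4 leaves at −1.0 MPa rose by 2.98 (standard error 0.51, adjusted p = 0.00414 from limma) against their own control, and expansin A15 of Glyma07g35620 by 2.07. Expansin-like B1 (Glyma01g41330) rose by 2.80 there and was −2.81 in irrigated 35S::BiP-4 against irrigated WT leaves (not called without replicate 1 of irrigated WT leaves, −2.80, adjusted p = 0.0519). The strongest single rise was in WT leaves, where expansin A15 of Glyma17g10950 reached 7.59, against 0.48 in 35S::BiP-4 leaves (interaction 7.38); expansin A1 (Glyma01g06030) fell by 3.37 in WT leaves (interaction −4.26).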

In the 35S::BiP-4 line, a decline in the leaf water potential to −1.0 MPa induced expansin genes to a higher extent, which may contribute to the maintenance of leaf turgidity for a longer period under dehydration, a typical phenotype of BiP-overexpressing lines [Table S10 (B)].

### Identification of common and specific up- and down-regulated changes between WT and 35S::BiP-4 lines under a gradual water deficit regime

The differentially expressed genes identified by comparing the WT(ψ_w_ = −1.0)xWTirr, 35S::BiP-4(ψ_w_ = −1.0)xWTirr, 35S::BiP-4(ψ_w_ = −1.0)×35S::BiP-4irr, WT(ψ_w_ = −1.7)xWTirr,35S::BiP-4(ψ_w_ = −1.6)xWTirr, and 35S::BiP-4(ψ_w_ = −1.6)×35S::BiP-4irr were subjected to a Venn diagram analysis to detect specific and shared up- and down-regulated changes between two comparisons. Because BiP overexpression seems to relieve dehydration-induced cellular stress, the drought-induced transcriptome between the WT and 35S::BiP-4 lines were compared by observing similar levels of leaf water potential, as in WT(ψ_w_ = −1.0)-WTirr×35S::BiP-4(ψ_w_ = −1.0)-WTirr, WT(ψ_w_ = −1.0)-WTirr×35S::BiP-4(ψ_w_ = −1.0)-35S::BiP-4irr, WT(ψ_w_ = −1.7)-WTirr×35S::BiP-4(ψ_w_ = −1.6)-WTirr and WT(ψ_w_ = −1.7)-WTirr×35S::BiP-4(ψ_w_ = −1.6)-35S::BiP-4irr (Figure 4). 

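Changes shared by both lines at −1.0 MPa against irrigated WT leaves comprised 164 probe sets that rose and 489 that fell in both (229 and 411 with each array centred on its median), with 13 changed in opposite directions. Independent draws of the same sizes would share 17.8 and 55.8. In 100 simulations of unchanged groups against these control pools 0 calls were shared, but such groups give almost no calls at these thresholds, so this value does not bound what the shared pools add. The glutathione transferase GSTU47 was among those that rose (WT 4.36, 35S::BiP-4 2.42; standard error 0.28, n = 2 pools per group). The beta-amylase of Glyma06g45700, which acts on starch, was among those that fell (−2.93 and −2.62). Both comparisons use the same irrigated pools, and part of the excess may come from them. Against each line's own irrigated leaves, 167 rose and 375 fell in both, where independent draws would share 24.5 and 61.6, and 76 changed in opposite directions.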

The WT(ψ_w_ = −1.0)×35S::BiP-4(ψ_w_ = −1.0) comparison resulted in the overlap of 126 up-regulated and 349 down-regulated genes in both treatments. 

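Called in WT but not in 35S::BiP-4 leaves at −1.0 MPa were 1855 rises and 3070 falls against irrigated WT leaves (3087 and 2181 with each array centred on its median), and 168 and 100 the other way round. With each line against its own irrigated leaves the numbers were 1852 and 3184 for WT (3118 and 2259 so centred) and 290 and 276 for 35S::BiP-4 leaves. A call in a single line is not by itself a difference between lines. The phosphatase PP2C 8 of abscisic acid signalling passed both tests, rising by 3.70 in WT leaves with an interaction of 1.93 (standard error 0.26, adjusted p = 0.000433 from limma), while the other probe set with its symbol stood at 0.99 and 0.39. The abscisic acid receptor PYL4-like fell by 2.22 in WT and rose by 3.33 in 35S::BiP-4 leaves, both against irrigated WT leaves. Part of that rise was present without drought, since it stood 1.95 higher in irrigated 35S::BiP-4 than in irrigated WT leaves. Its interaction, with each line against its own irrigated leaves, was −3.60. Its signal in WT leaves at −1.0 MPa was at the background (0.08), which limits the size of the fall and of the interaction.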

The WT(ψ_w_ = −1.0)-specific changes consisted of 1213 up-regulated and 2361 down-regulated genes, whereas a much lower number of differentially regulated genes was specifically identified in 35S::BiP-4(ψ_w_ = −1.0) leaves (Figures 4A and 4C). Those genes were grouped based on functional categories and presented in Figure 4E and Tables S16, S17, S18, S19, S20, S21, S22, S23.

In the amino acid metabolism group, we specifically identified 22 up-regulated genes in WT (ψ_w_ = −1.0) leaves that were involved in both catabolic and anabolic processes and 57 down-regulated genes, among which 41 genes were related to the biosynthesis of amino acids (Figure 4E; Tables S17 and S19). In these stressed plants, the number of carbohydrate metabolism-related genes were also considerably altered by the water status of a leaf ψ_w_ = −1.0 MPa with 34 up-regulated and 88 down-regulated genes. In the up-regulated changes, the major proportion (23 genes) was attributed to catabolic process-related genes, i.e., oligosaccharide hydrolysis (Tables S17 and S19). 

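Trehalose-phosphate synthase (Glyma17g07530), of a pathway that signals sugar status, rose by 3.06, 4.51 and 6.54 in WT leaves at −1.0, at −1.7 and at −2.0 MPa and by 5.29 in 35S::BiP-4 leaves at −1.6 MPa (standard error 0.22, n = 2 pools per group), and stood at −0.61 in 35S::BiP-4 leaves at −1.0 MPa (interaction 4.38, adjusted p = 1.14e-05 from limma). Stachyose synthase, which builds a storage oligosaccharide, rose by 3.32 in WT leaves at −1.0 MPa (interaction 3.19). Of 23 probe sets for raffinose, trehalose and starch breakdown, a study-chosen list, 4 rose and 9 fell in WT leaves at −1.0 MPa, 10 and 1 at −1.7 MPa and 13 and 4 at −2.0 MPa, 0 and 1 in 35S::BiP-4 leaves at −1.0 MPa and 12 and 2 at −1.6 MPa (the same counts when adjusted over the list alone, except 5 and 9 in WT leaves at −1.0 MPa, 11 and 1 in WT leaves at −1.7 MPa). The balance in WT leaves turned without replicate 1 of WT leaves at −1.0 MPa (7 and 4) and with each array centred on its median (7 and 6).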

In the cell death and proteolysis functional category, the down-regulated genes (82) largely predominated over the up-regulated changes (28 genes; Tables S17 and S19). Nevertheless, programmed cell death (PCD)-related genes, such as caspase-like encoding genes *CASP-like protein 3* (Glyma13g01100); *CASP-like protein 8* (Glyma07g38110), C*ASP-like protein 10-like* (Glyma11g33030) and cysteine proteinase (Glyma10g35100), were specifically induced in the WT (ψ_w_ = −1.0) leaves. 

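The CASP-like proteins named by the paper are also described in its tables as an uncharacterised protein family. CASP-like protein 3 rose by 2.38 in WT leaves at −1.0 MPa (standard error 0.25, adjusted p = 4.13e-05 from limma) and stood at 0.61 in 35S::BiP-4 leaves, with a called difference between the lines (2.21). Its 3 other probe sets stood between −0.15 (adjusted p = 0.801 from limma) and 0.56 in WT leaves at −1.0 MPa, none called. In the difference between the lines they stood between 0.15 and 0.79, none called. At −2.0 MPa the first probe set fell by 1.63 (short of the fold threshold without replicate 2 of irrigated WT leaves, −1.42, or replicate 1 of WT leaves at −2.0 MPa, −1.44). Of the others 2 fell there, by 3.45 and 3.80, and 1 stood at 0.21. CASP-like protein 8 rose by 1.64 with an interaction of 2.47, and CASP-like protein 10-like by 1.58 with an interaction of 0.76, which was not called. The cysteine proteinase CP3 of Glyma10g35100 rose by 1.88. The calls of the last 3 in WT leaves are lost without replicate 2 of WT leaves at −1.0 MPa (1.06, 1.10 and 1.24) and with only the compared arrays in the fit (adjusted p = 0.103, 0.0804 and 0.091 from limma), as is the interaction of CASP-like protein 8 (adjusted p = 0.0745). Its WT call is also lost without replicate 2 of irrigated WT leaves (1.54, adjusted p = 0.0632). CP3 rose by 6.06 in WT leaves at −2.0 MPa and by 4.34 in 35S::BiP-4 leaves at −1.6 MPa, and CASP-like 8 and 10-like by 2.23 and 3.23 in the latter. Of the 9 CASP-like probe sets 0 rose and 3 fell in WT leaves at −1.0 MPa, 1 and 2 at −1.7 MPa and 1 and 7 at −2.0 MPa (the same counts when adjusted over the list alone; the falls of the first group numbered 1 without replicate 1 of WT leaves at −1.0 MPa and 1 with each array centred on its median), a study-chosen list that leaves out the CASP-like proteins named here because their probe sets carry other descriptions as well.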

The down-regulation of proteolysis-, anabolic process- and cell death-related genes along with the induction of PCD-related genes may serve as an adaptive mechanism in soybean plants to survive under moderate stress at ψ_w_ = −1.0 MPa. In contrast, under the same leaf ψ_w_ (−1.0 MPa) conditions, the 35S::BiP-4 leaves displayed only slight alterations in the number of amino acid metabolism-related genes and carbohydrate metabolism-related genes, with a predominance of sucrose and starch biosynthetic genes and proteolysis- and cell death-related genes (8 drought-induced and 12 drought-repressed genes, Table S3, Figure 4E, Tables S16 and S18). In this latter category, we identified vacuolar processing enzyme 2 (Glyma14g10620), a key player in plant-specific PCD [54], which were specifically repressed in 35S::BiP-4 leaves. These results are consistent with previous reports revealing that BiP modulates stress-induced PCD in plants [31], [33].

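Vacuolar processing enzyme 2, a protease that matures vacuolar proteins and executes vacuole-mediated cell death, fell by 2.34 in 35S::BiP-4 leaves at −1.0 MPa (standard error 0.27, adjusted p = 0.000475 from limma) and by 2.29 at its other probe set. The difference from WT leaves was called as well (interaction 2.74, adjusted p = 0.0006). Of the 9 CASP-like probe sets 0 rose and 0 fell in 35S::BiP-4 leaves at −1.0 MPa, 0 and 0 with limma's unadjusted p and the fold, 0 and 0 by the methods' t-test, and 4 at an unadjusted p alone.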

In all the other categories, the WT(ψ_w_ = −1.0)-specific changes were also much higher than those displayed by 35S::BiP-4(ψ_w_ = −1.0), which may reflect the BiP capacity to maintain cellular homeostasis and prevent the build-up of endogenous stress under moderate leaf dehydration. 

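The drought change at −1.0 MPa was more positive in WT than in 35S::BiP-4 leaves for 42 and more negative for 6 of the 81 heat shock probe sets, for 18 and 1 of the 38 LEA and dehydrin, 14 and 2 of the 25 glutathione transferase and 17 and 9 of the 72 abscisic acid probe sets (the same counts when adjusted over the list alone, except 42 and 7 for heat shock proteins, 18 and 2 for LEA, 17 and 10 for the abscisic acid list). For WRKY, MYB and bZIP factors the counts were 10 and 0, 9 and 29 and 6 and 7 (the same counts when adjusted over the list alone, except 9 and 30 for MYB transcription factors). These lists are study-chosen in whole or part. GmNAC30 had an interaction of 4.05 at its first probe set, 3.90 at its second (adjusted p = 0.000442 and 1.32e-05 from limma) and 2.13 at the third, called only without replicate 1 of WT leaves at −1.0 MPa (3.35) or when normalized again, MYB184 of 7.01, bZIP34 of 3.50 and bZIP105 of −3.14. Among members found by platform symbol, 10 of 18 heat shock probe sets were more positive and 0 more negative, and 2 and 20 of 117 MYB.
Over these members limma's camera test gave for heat shock proteins an adjusted p = 3.67e-07 (adjusted p = 0.414 with an estimated correlation), for WRKY an adjusted p = 0.00329 (adjusted p = 0.432 with an estimated correlation) and for MYB, more negative in WT leaves, an adjusted p = 0.0364 (adjusted p = 0.414 with an estimated correlation). With replicate 1 of WT leaves at −1.0 MPa left out, the abscisic acid counts were 26 and 8, WRKY 24 and 0, MYB 17 and 30, and bZIP 13 and 7. Without replicate 1 of irrigated 35S::BiP-4 leaves WRKY gave 16 and 1, and without replicate 1 of irrigated WT leaves the abscisic acid list 15 and 5. Without replicate 1 of 35S::BiP-4 leaves at −1.0 MPa the abscisic acid list gave 16 and 5, and without replicate 2 WRKY 10 and 2. More negative glutathione transferases numbered 1 without either replicate of irrigated 35S::BiP-4 leaves, either replicate of irrigated WT leaves, either replicate of 35S::BiP-4 leaves at −1.0 MPa or replicate 1 of WT leaves at −1.0 MPa. Without replicate 2 of WT leaves at −1.0 MPa the abscisic acid counts were 13 and 17, WRKY 10 and 7, bZIP 6 and 16, LEA and dehydrin 16 and 3, and heat shock 36 and 11. With each array centred on its median bZIP gave 12 and 5 and WRKY 21 and 0, and normalized again WRKY gave 19 and 0.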

The WT(ψ_w_ = −1.0)-specific changes included (i) regulatory drought-responsive genes (86 up-regulated and 151 down-regulated), such as the bZIP, WRKY, MYB, bHLH and NAC transcriptional factors; (ii) functional drought-responsive genes (80), such as LEA, dehydrins, HSPs and peroxidases; and (iii) hormone-related genes (38 induced and 93 repressed genes; Tables S17 and S19). This scenario illustrates the major drought-induced changes previously reported in drought-stressed soybean leaves [49], confirming that a decline in the leaf ψ_w_ to −1.0 MPa is enough to induce typical drought-responsive changes in WT leaves but not in 35S::BiP-4 leaves. However, by raising the stress level to ψ_w_ = −1.6 in 35S::BiP-4 leaves, the number of differentially expressed genes increased to an extent similar to that in the WT (ψ_w_ = −1.7) leaves with a concomitant increase in the number of overlapping differentially expressed genes and an accentuated decrease in the WT(ψ_w_ = 1.7)-specific changes (Figure 4). 

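WT leaves at −1.7 MPa and 35S::BiP-4 leaves at −1.6 MPa, both against irrigated WT leaves, shared 1728 rises and 2402 falls, where independent draws would share 172.1 and 239.8, with 3 changes in opposite directions. Simulated unchanged groups, which give almost no calls, shared 0. The control pools are the same on both sides, and part of the excess may come from them. MAT1, a late embryogenesis protein, rose by 8.17 in WT and 9.38 in 35S::BiP-4 leaves (standard error 0.51, n = 2 pools per group), and PP2C 8 by 4.33 and 4.66. Log2 fold changes of the 2 groups correlated over all soybean probe sets with r = 0.88 and a covariance of 1.28, where noise sharing only the control gave 0.5 and 0.0403. At −1.0 MPa the correlation was 0.55 and the covariance 0.396. Probe sets are not independent replicates.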

In fact, 1257 up- and 1697 down-regulated genes represented the shared response in the WT(ψ_w_ = −1.7)-WTirr×35S::BiP-4(ψ_w_ = −1.6)-WTirr comparison (Figure 4B). The number of overlapping genes decreases to 1043 up- and 1243 down-regulated genes with a concomitant increase in the specific changes when we examined the WT(ψ_w_ = −1.7)-WTirr×35S::BiP-4(ψ_w_ = −1.6)-35S::BiPirr comparison (Figure 4C). This number variation indicates that drought induces specific changes in 35S::BiP-4 (ψ_w_ = −1.6) stressed leaves, which may account for the slight better adaptation displayed by the transgenic lines under a higher dehydration status These genes were grouped into functional categories (Tables S19, S20, S21, S22, S23) and the size of each category was represented in Figure 4E. 

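With 35S::BiP-4 leaves at −1.6 MPa against their own irrigated leaves, 1505 rises and 1827 falls were shared with WT leaves at −1.7 MPa (178.8 and 216.4 for independent draws). Called in 35S::BiP-4 leaves alone were 1496 rises and 869 falls, and in WT leaves alone 735 and 1190; with each array centred on its median these were 967 and 1418, and 1067 and 871. Expansin-like B1 rose in both lines, by 6.13 in 35S::BiP-4 and 3.01 in WT leaves (interaction −3.12, standard error 0.51, adjusted p = 0.00534 from limma). GmNAC30 rose by 3.42 in WT and 2.48 in 35S::BiP-4 leaves with irrigated WT leaves as reference, and the direct difference, −0.95, was not called (adjusted p = 0.171 from limma). At its second probe set it rose by 2.76 in WT leaves and stood at 1.36 in 35S::BiP-4 leaves (adjusted p = 0.00036, short of the fold threshold; 1.66 and called without replicate 2 of irrigated WT leaves), and the direct difference was −1.41 (standard error 0.20, adjusted p = 0.00282 from limma), short only of the fold threshold. It was called without replicate 2 of WT leaves at −1.7 MPa (−1.57) or of 35S::BiP-4 leaves at −1.6 MPa (adjusted p = 0.0225). At the third probe set the direct difference was −0.38 (adjusted p = 0.782; 0.12 without replicate 1 of WT leaves at −1.7 MPa). The interactions were 2.95 and 2.96 at the first and the second probe set and 1.62 at the third, called there only without either replicate of WT leaves at −1.0 MPa (adjusted p = 0.0122) or with only the compared arrays in the fit. The irrigated level enters them, which in 35S::BiP-4 leaves was 2.01 higher at the first (adjusted p = 0.0243, a call lost when any 1 of the 4 irrigated arrays or of the arrays of 35S::BiP-4 leaves at −1.6 MPa was left out, with adjusted p-values up to 0.266), 1.55 higher at the second (adjusted p = 0.00412, lost without replicate 1 of irrigated WT leaves, 1.26, and kept without any other irrigated array) and 1.24 at the third (adjusted p = 0.38 from limma).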

Taken together, these results indicate that BiP overexpression protects plant cells against the deleterious effects of leaf dehydration by preventing cellular homeostasis disruption at a low leaf ψ_w_ rather than by inducing a specific sub-set of drought resistance genes.

### The differential expression of genes involved in abiotic stress in BiP-overexpressing leaves

To analyze the global variation of drought-induced genes in specific categories, we used Gene Ontology along with Glyma (www.phytozome.com) to select genes and generate heatmaps with absolute expression values resulting from the microarray hybridization. Because BiP is an ER-resident molecular chaperone that has been shown to regulate UPR [30] and cell death response [31], we also examined genes involved in UPR, ERAD and cell death in addition to drought-responsive genes.

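For the 8 ER chaperone and UPR probe sets, clustered as group means, 35S::BiP-4 leaves at −1.0 MPa joined irrigated WT leaves, irrigated 35S::BiP-4 leaves and WT leaves at −1.0 MPa. 35S::BiP-4 leaves at −1.6 MPa, WT leaves at −1.7 MPa and WT leaves at −2.0 MPa formed the other branch. Over these probe sets 35S::BiP-4 leaves at −1.0 MPa lay 0.475 times as far from irrigated WT leaves as WT leaves at −1.0 MPa did. A protein disulfide isomerase (Glyma06g12090), which forms disulfide bonds in the ER, rose by 2.44 and 4.02 in WT leaves at −1.7 and −2.0 MPa and by 2.87 in 35S::BiP-4 leaves at −1.6 MPa (standard error 0.45, n = 2 pools per group). In WT leaves at −1.0, at −1.7 and at −2.0 MPa 1 rose and 0 fell, 3 and 1 and 3 and 1, and in 35S::BiP-4 leaves at −1.6 MPa 3 and 3 (the same counts when adjusted over the list alone). At −1.0 MPa 0 rose and 0 fell in 35S::BiP-4 leaves in limma, 0 and 0 with its unadjusted p and the fold, 0 and 0 by the methods' t-test, and 1 at an unadjusted p alone. Most members were taken from the study's tables. The 3 soyBiPD probe sets are not among the 8, because they carry other descriptions as well. Between the lines at −1.0 MPa the direct test called 0 of the 8 higher and 0 lower. Between 35S::BiP-4 leaves at −1.6 MPa and WT leaves at −1.7 MPa it also called 0 and 0. The interaction was called for 0 above 0 and 0 below 0, at −1.0 MPa and at −1.7 and −1.6 MPa alike.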

A close inspection of the UPR-regulated genes revealed that the transcriptome displayed by 35S::BiP-4(ψ_w_ = −1.0) leaves was most closely related to the WTirr and 35S::BiP-4irr transcriptomes as they clustered together for the global comparison and they differed greatly from the WT(−2.0) and 35S::BiP-4(ψ_w_ = −1.6)-induced transcriptomes. A higher accumulation of BiP transgene transcripts was evident in transgenic lines (Figure 5). 

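Probe sets for soyBiPD, the BiP gene of the transgene, gave higher signal in irrigated 35S::BiP-4 than in irrigated WT leaves. At the first of 3 probe sets the means were 8.29 (SD 0.37, n = 2 pools) and 6.27 (SD 0.21, n = 2 pools). The log2 differences were 2.01, 2.01 and 1.90 at the 3 probe sets, each short of the criteria in limma (adjusted p = 0.396, 0.367 and 0.347; standard error 1.02 for the first). At −1.0 MPa 35S::BiP-4 leaves stood 4.51, 2.75 and 4.07 above WT leaves, the first and the last called (adjusted p = 0.00733 and 0.00595 from limma). With only the arrays of the compared groups in the fit, the irrigated lines differed at all 3 probe sets (adjusted p = 0.0249, 0.024 and 0.024 from limma), and at −1.0 MPa the middle probe set was called instead of the others (adjusted p = 0.0208, and 0.0871 and 0.079). It was also called without either pool of WT leaves at −2.0 MPa (adjusted p = 0.00161). The 2 pools of some stressed WT groups differ widely from each other at these probe sets, and the standard errors are wide. In WT leaves at −1.0 MPa the first and the last probe set gave 2.52 and 1.37 on replicate 1, the array with the steeper 3′ signal. On replicate 2 they gave 5.23 and 3.65. The middle probe set gave 6.24 and 6.47 on the 2 arrays. The sizes 4.51 and 4.07 therefore rest in part on replicate 1. Soybean has several BiP genes of similar sequence, and these probes may read more than the transgene.

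**Figure D2:**
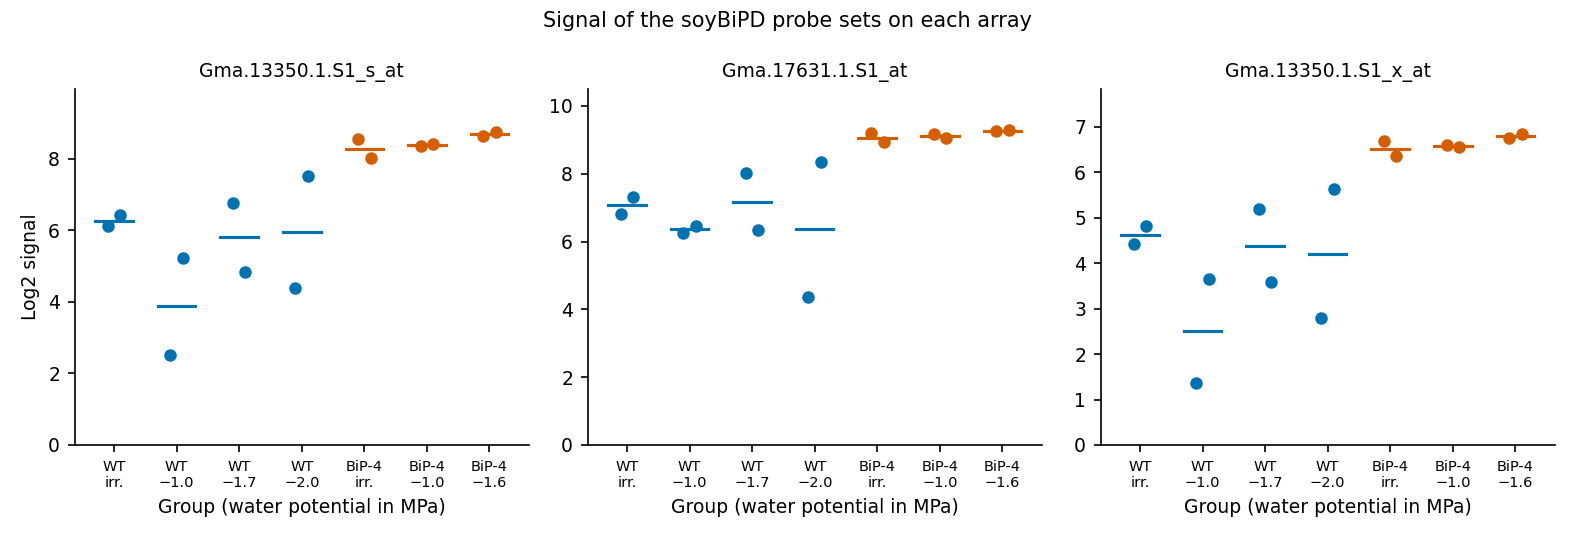
Log2 signal of the 3 probe sets for soyBiPD on each of the 14 arrays, 2 per group (1 point per array). At each probe set the lowest array of 35S::BiP-4 leaves lies above the highest of WT leaves (8.03 and 7.53, 8.95 and 8.36 and 6.36 and 5.63, in the same order of probe sets as the differences).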

The heatmap indicates a tendency towards negative regulation in the UPR genes CNX and CRT in 35S::BiP-4 under ψ_w_ = −1.6. 

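At −1.6 MPa in 35S::BiP-4 leaves a calreticulin-3-like gene (Glyma09g38410), for a calcium-binding chaperone of glycoproteins, fell by 2.08 against irrigated WT leaves and by 2.43 against irrigated 35S::BiP-4 leaves (standard error 0.26, adjusted p = 0.000111 and 4.11e-05 from limma). Calnexin (Glyma04g38000), the membrane-bound chaperone of the same cycle, fell by 1.54 and 1.75. Its calls are lost without replicate 2 of irrigated WT leaves (−1.40) or of 35S::BiP-4 leaves at −1.6 MPa (−1.50) in the first comparison, and without replicate 2 of irrigated 35S::BiP-4 leaves (−1.41) in the second. These calls rest on 1 probe set per gene: the other probe set of the calreticulin-3-like gene stood at −0.60 and −1.18, and the other 6 with the calnexin symbol between −1.38 and 0.02 and between −1.42 and 0.36, none called. The calreticulin-3-like gene fell in WT leaves too, by 1.68 at −1.7 MPa and 1.72 at −2.0 MPa, where the other probe set stood at −0.58 and −0.09.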

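Calnexin stood at −0.50, −0.34 and −0.61 in WT leaves at −1.0, at −1.7 and at −2.0 MPa (standard error 0.27, n = 2 pools per group), none of them called. These values are those of a single probe set. The other 6 with its symbol are not given here for WT leaves, so they do not speak for calnexin as a whole. Protein disulfide isomerases, which help proteins fold in the ER, rose at −2.0 MPa, that of Glyma04g42690 by 2.61 after 2.02 at −1.7 MPa and that of Glyma06g42130 by 2.15 after 1.95 at −1.0 MPa (adjusted p = 3.79e-05 and 1.71e-05 at −2.0 MPa from limma). In the annotation used here no probe set could be matched to bZIP28 or S1P.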

We identified a tendency for the positive regulation of bZiP28, S1P and CNX in WT leaves as the stress increases to −2.0 MPa, indicating that UPR is activated by dehydration. 

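The AAA-ATPase CDC48 (Glyma04g35950), which pulls misfolded proteins out of the ER membrane for degradation, rose by 4.26, 4.52 and 3.20 in WT leaves at −1.0, at −1.7 and at −2.0 MPa and by 3.68 in 35S::BiP-4 leaves at −1.6 MPa (standard error 0.20). CDC48 in 35S::BiP-4 leaves at −1.0 MPa stood at 1.02 (interaction 3.80, adjusted p = 1.41e-05 from limma). Derlin-1, part of the channel for such proteins, fell by 2.15 in 35S::BiP-4 leaves at −1.6 MPa. Of the 14 ERAD probe sets, chosen by the study on these leaves except for 1, 3 rose and 4 fell in WT leaves at −1.0 MPa, 4 and 1 at −1.7 MPa, 8 and 0 at −2.0 MPa and 5 and 2 in 35S::BiP-4 leaves at −1.6 MPa (the same counts when adjusted over the list alone). At −1.0 MPa in WT leaves the balance turned to 5 and 0 without replicate 1 of that group and to 4 and 0 with each array centred on its median. Its falls there also numbered 1 without replicate 1 of irrigated WT leaves and 2 without replicate 2 of irrigated WT leaves, and 1 when normalized again, and those of 35S::BiP-4 leaves at −1.6 MPa 1 without replicate 1 of irrigated WT leaves.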

As downstream components of UPR, the genes involved in ERAD displayed an expression profile similar to that of the UPR genes (Figure 6). In fact, the transcriptome of 35S::BiP-4(ψ_w_ = −1.0) was grouped with WTirr and 35S::BiP-4irr transcriptomes and they were separated from the cluster of WT(ψ_w_ = −2.0) and 35S::BiP-4(ψ_w_ = −1.6)-induced transcriptomes.

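Over the ERAD probe sets, clustered as group means, 35S::BiP-4 leaves at −1.0 MPa shared a branch with irrigated WT and irrigated 35S::BiP-4 leaves only, and lay 0.286 times as far from irrigated WT leaves as WT leaves at −1.0 MPa did. The CDC48 gene stood at 0.46 in 35S::BiP-4 leaves at −1.0 MPa against their own control (standard error 0.20, n = 2 pools per group). In limma 0 ERAD probe sets rose and 0 fell in 35S::BiP-4 leaves at −1.0 MPa, 0 and 0 with its unadjusted p and the fold, 0 and 0 by the methods' t-test, and 2 at an unadjusted p alone (the same counts when adjusted over the list alone).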

**Figure 5:**
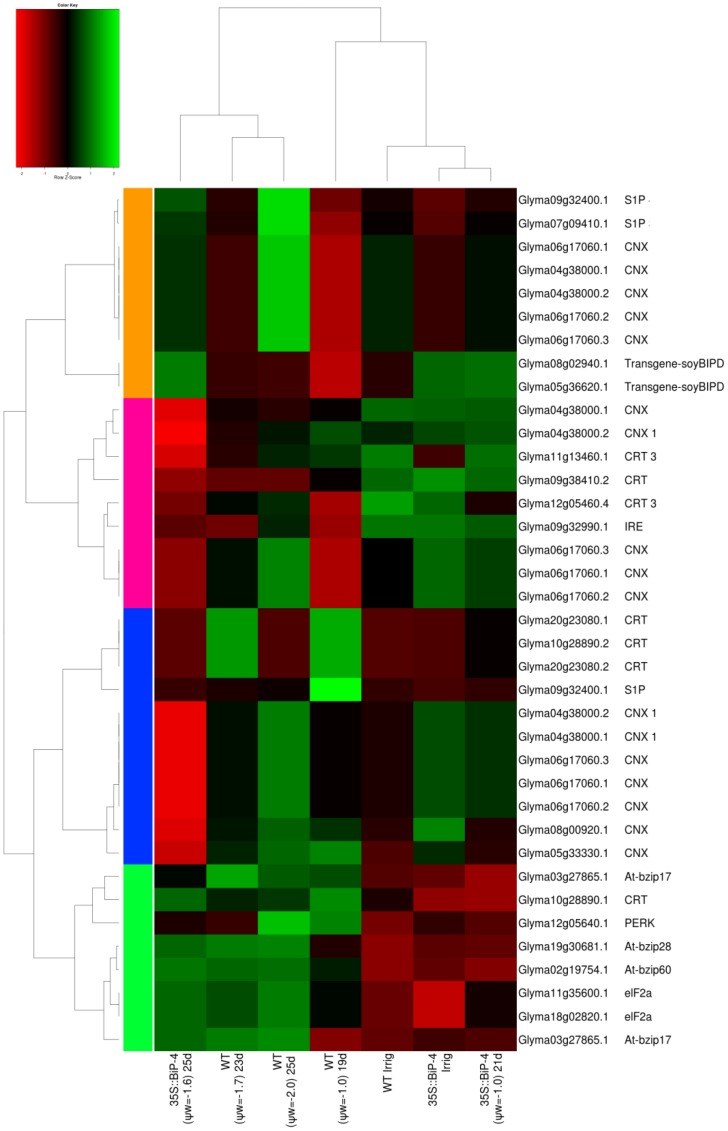
Heatmap of UPR genes. The data presented in the figure comprise the microarray measurements from well-watered and stressed leaves (with different leaf water potential) from WT and 35S::BiP-4 plants under progressive drought.

**Figure 6:**
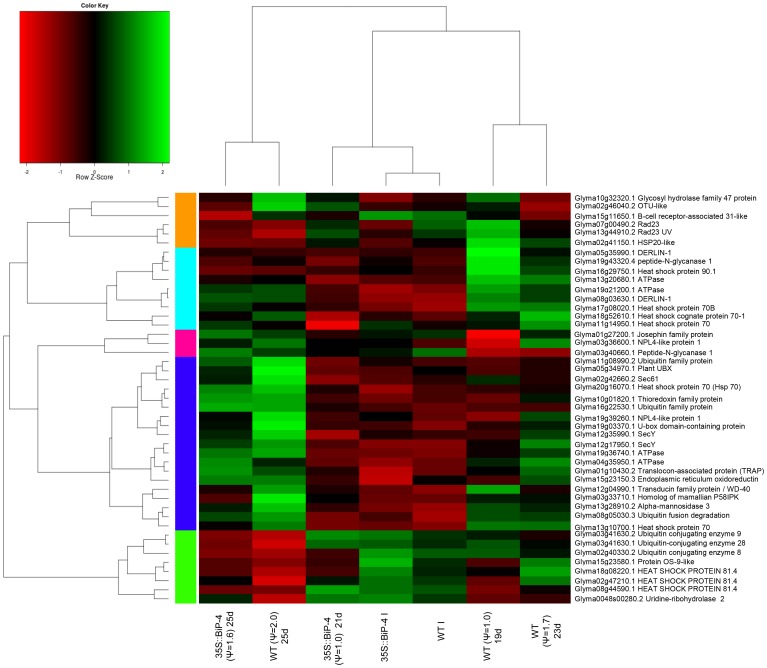
Heatmap of ERAD genes. The data presented in the figure comprise a microarray measurement of well-watered and stressed leaves (with different leaf water potential) from WT and 35S::BiP-4 plants under progressive drought.

The drought-responsive genes (Figure 7) and cell death-associated genes (Figure 8) also displayed a similar expression profile as that of UPR-related genes in response to a gradual drought regime. In these categories, the transcriptomes of WTirr, 35S::BiP-4irr and 35S::BiP-4(ψ_w_ = −1.0) were closely related and formed a separate clade from WT(ψ_w_ = −1.0), 35S::BiP-4(ψ_w_ = −1.6), WT(ψ_w_ = −1.7) and WT(ψ_w_ = −2.0)-induced transcriptomes. 

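For LEA proteins and dehydrins and for NAC factors, clustered as group means, 35S::BiP-4 leaves at −1.0 MPa shared a branch with the irrigated leaves of both lines only. In log2 values they lay 0.154 and 0.251 times as far from irrigated WT leaves as WT leaves at −1.0 MPa did, and 0.321 and 0.482 times after the scaling of each probe set used for clustering. Photosynthesis, chlorophyll and peroxidase genes split the same way (0.261, 0.104 and 0.362 times in log2 values, 0.294, 0.153 and 0.38 times scaled). For abscisic acid genes and for cell death and senescence genes WT leaves at −1.0 MPa joined that branch as well (0.406 and 0.722 times in log2 values, 0.387 and 0.671 scaled). Heat shock proteins set only WT leaves at −1.0 MPa apart (0.432 times, 0.464 scaled), and all soybean probe sets together only WT leaves at −2.0 MPa. NAC2 stood at 0.34 in 35S::BiP-4 leaves at −1.0 MPa (standard error 0.17, n = 2 pools per group).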

The relatedness of WTirr and 35S::BiP-4(ψ_w_ = −1.0) drought-responsive transcriptomes further indicates that BiP maintains cellular homeostasis under moderate leaf dehydration stress. 

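An ERD15 gene (Glyma04g28560), for an early regulator of dehydration responses, rose by 3.69 at −1.7 MPa and 5.05 at −2.0 MPa in WT leaves (standard error 0.22, n = 2 pools per group). Another ERD15 gene (Glyma11g20940) rose to a like extent in all 3 WT groups (1.67, 2.01 and 1.57 at −1.0, at −1.7 and at −2.0 MPa). Further probe sets with the ERD15 symbol stayed short of the fold threshold. Their mean log2 signals were 6.10 and 4.85 in irrigated WT leaves, 7.28 and 6.08 at −1.7 MPa and 7.32 and 6.16 at −2.0 MPa. The ERD4 gene of Glyma15g09820 rose by 1.86, 2.95 and 3.15, and that of Glyma13g29270 by 2.14, 3.78 and 2.94. DREB2A rose by 2.02 at −1.7 MPa, a call lost without replicate 1 of irrigated WT leaves (1.80, adjusted p = 0.0971) or replicate 2 of WT leaves at −1.7 MPa (1.80, adjusted p = 0.0935), and its irrigated WT signal (0.61) was at the background. The phosphatase PP2C 8 rose by 4.59 at −2.0 MPa.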

In WT leaves, the up-regulation of regulatory genes (DREB2A, NACs, ERD15, ERD4 and phosphatases) and functional drought responsive genes (LEA, dehydration-induced proteins, aldehyde dehydrogenase and dehydrin) were increased under progressive stress (Figure 7). 

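Of the ERD4 genes in 35S::BiP-4 leaves at −1.0 MPa, those of Glyma15g09820, Glyma13g29270 and Glyma02g12400 stood at 0.14, −0.94 and 0.20. PP2C 8 stood at 0.46 and the ERD15 gene of Glyma11g20940 at 0.50. None of these values was called (standard errors from 0.13 to 0.25). A further ERD4 gene (Glyma11g21310), with irrigated WT signal at the background (0.59), is not listed. At −1.6 MPa ERD4 of Glyma15g09820 rose by 3.06 and of Glyma13g29270 by 3.51, ERD15 of Glyma04g28560 by 3.80, ERD15 of Glyma11g20940 by 1.78 and DREB2A, from irrigated WT signal at the background, by 3.43 (n = 2 pools per group). The interaction at −1.0 MPa was 3.31 for ERD4 of Glyma13g29270 (adjusted p = 3.73e-06 from limma) and 2.42 for that of Glyma02g12400.

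**Figure D3:**
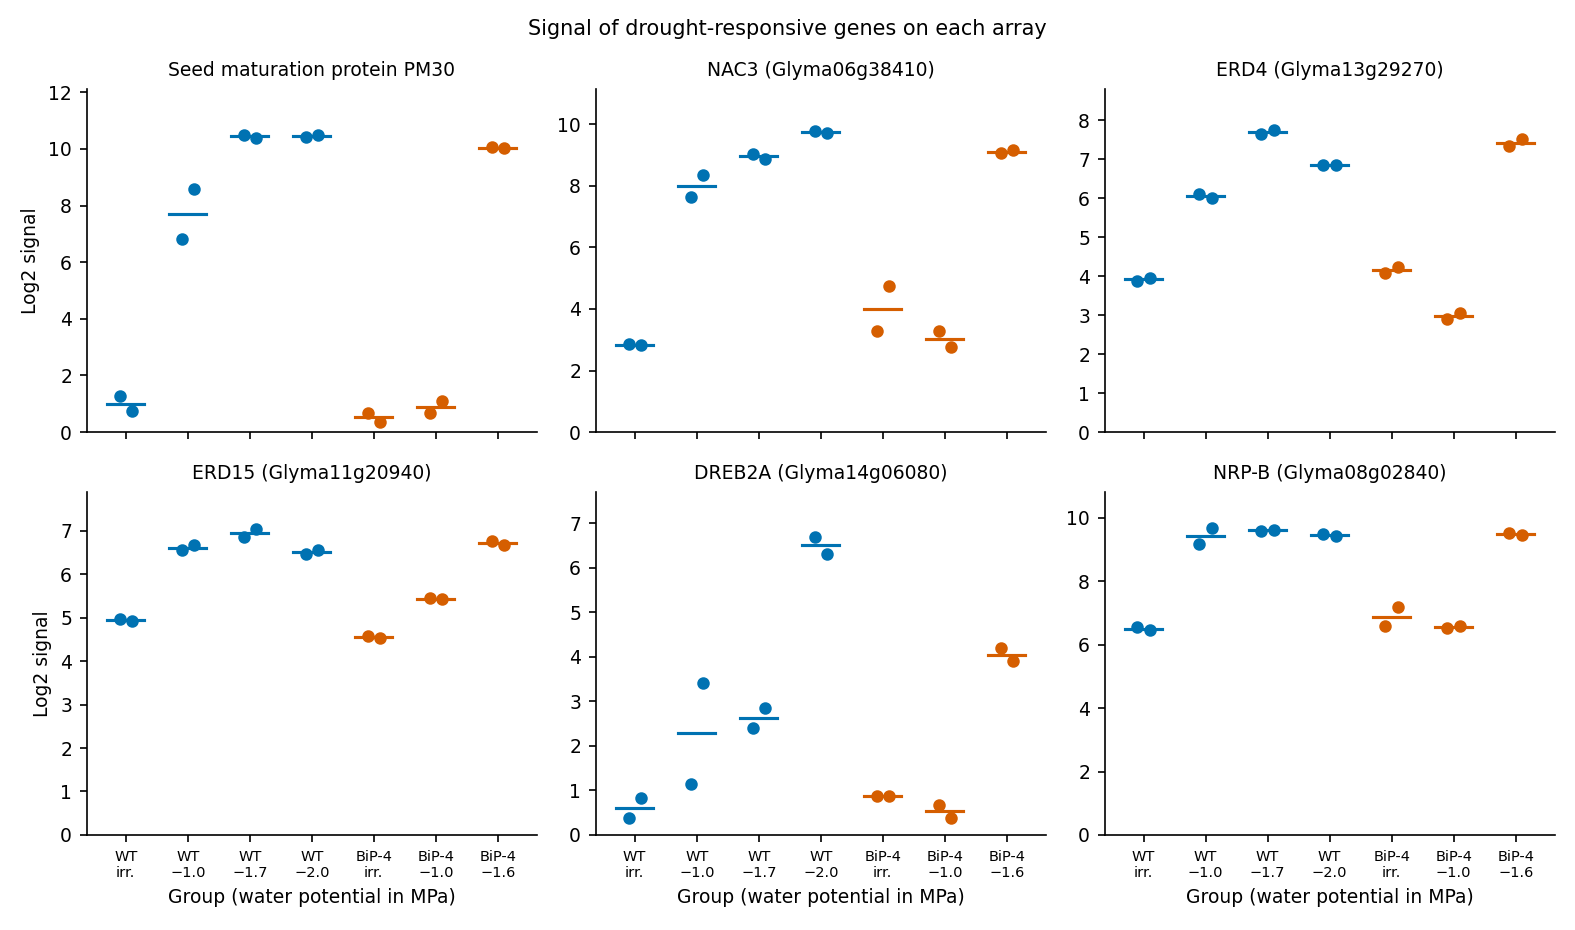
Log2 signal of 6 drought-responsive genes on each of the 14 arrays, 2 per group (1 point per array, line at the group mean). ERD4 of Glyma13g29270 has a mean of 2.98 in 35S::BiP-4 and 6.05 in WT leaves at −1.0 MPa.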

In the 35S::BiP-4 leaves, the induction of these drought-responsive genes were much lower and only apparent when the stress level reached ψ_w_ = −1.6 MPa. Likewise, the majority of differentially expressed cell death-associated genes were more strongly induced under progressive stress in WT leaves than in 35S::BiP-4 (Figure 8), which is consistent with the BiP capacity of modulating stress-induced cell death in plants [31], [33]. Collectively, these results indicate that the ectopic expression of BiP prevents the establishment of endogenous dehydration-mediated stress in plant cells, because the leaf transcriptome of 35S::BiP-4 at ψ_w_ = −1.0 MPa was similar to that of the control leaves under normal irrigation and contrasted with the dramatic variation displayed by the drought-induced transcriptome of WT leaves at ψ_w_ = −1.0 MPa. 

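The LEA and dehydrin probe sets had a median log2 fold change of 2.11 in 35S::BiP-4 leaves at −1.6 MPa and 2.05 in WT leaves at −1.7 MPa, the NAC probe sets 1.51 and 0.98, and the cell death and senescence probe sets 1.32 and 0.65. These lists are wholly or partly study-chosen. PM30 rose by 9.05 in 35S::BiP-4 and by 9.45 in WT leaves (standard error 0.44, n = 2 pools per group). The direct test between these groups called 3 LEA probe sets higher and 1 lower in 35S::BiP-4 leaves and 2 and 0 cell death and senescence probe sets (lower LEA probe sets numbered 2 without replicate 1 of WT leaves at −1.7 MPa). With each line against its own control, the interaction was above 0 for 6 NAC probe sets and below 0 for 1 (10 and 1 without replicate 1 of irrigated 35S::BiP-4 leaves, and 14 above 0 with each array centred on its median and 11 when normalized again). Those below 0 numbered 2 without replicate 2 of irrigated 35S::BiP-4 leaves or replicate 2 of WT leaves at −1.7 MPa and 3 without either replicate of WT leaves at −1.0 MPa or replicate 1 of WT leaves at −1.7 MPa. For the 35 NAC members with a platform symbol limma's camera test gave an adjusted p = 0.0301 (adjusted p = 0.432 with an estimated correlation).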

In the 35S::BiP-4 line, the induction of typical drought-responsive genes that presumably protect plant cells against dehydration (Figure 7) occurred only at a lower leaf water potential (ψ_w_ = −1.6) and to a lower extent than in WT leaves under similar leaf dehydration conditions (ψ_w_ = −1.7). However, it is not surprising that the drought-induced expression profiles of UPR, ERAD and cell death-associated genes were similar to those of the drought-responsive genes because BiP has been shown to inhibit the activation of UPR/ERAD and to attenuate stress-induced cell death in plants [28]–[33].

**Figure 7:**
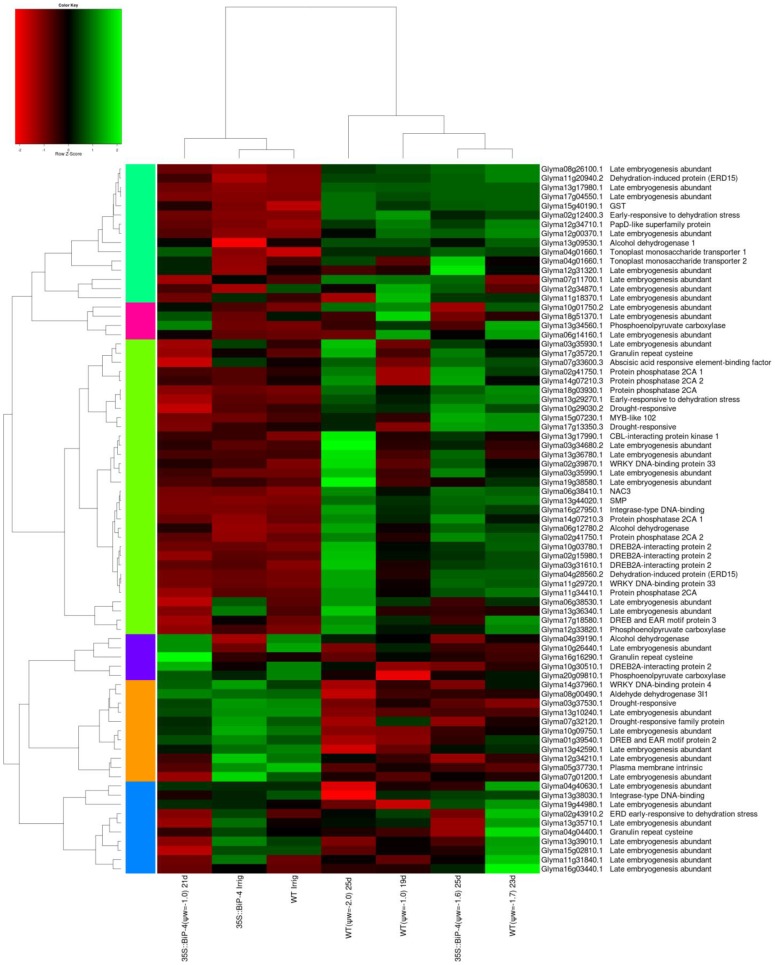
Heatmap of the functional and regulatory drought-responsive genes involved in protection. The data presented in the figure comprises microarray measurements of well-watered and stressed leaves (with different water status) from WT and 35S::BiP-4 plants under progressive drought.

**Figure 8:**
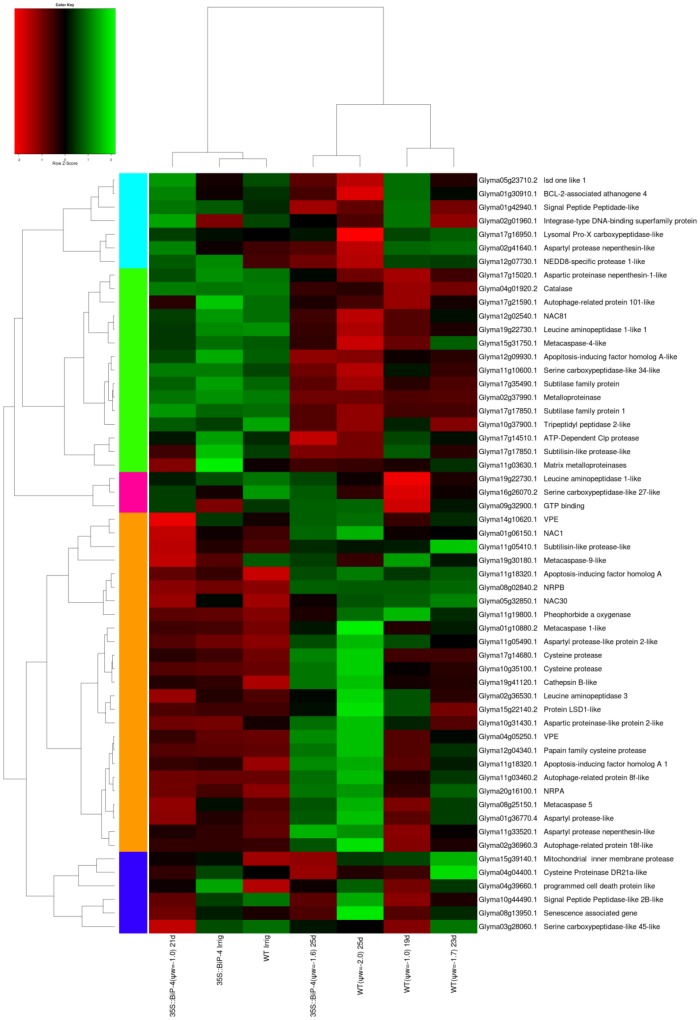
Heatmap of cell death-associated genes. The data presented in the figure comprises microarray measurements of well-watered and stressed leaves (with a different water status) from WT and 35S::BiP-4 plants under progressive drought.

The microarray and heatmap results for the differential expression of selected stress-responsive genes were confirmed by quantitative RT-PCR. For this assay, we also used a second independently transformed BiP-overexpressing line, called 35S::BiP-2, which has also been shown to be tolerant of water deficits [33]. A gene expression analysis by qRT-PCR first confirmed the high levels of *soy*BiPD transgene accumulation in transgenic lines 35S::BiP-4 and 35S::BiP-2 (Figure 5, Figure 9A). Progressive drought induced the UPR marker genes, CNX (Glyma04g38000 and Glyma05g33330), endogenous BiP and bZIP60 (Figures 9B, 9C, 9D and 9E). We also examined the UPR transducers bZIP28 and bZIP17 as they were induced by drought in the UPR heatmap (Figure 5). The quantititative RT-PCR results confirmed the drought induction of the UPR marker genes (Figures 9B–9G) Nevertheless, the ectopic expression of BiP inhibited the drought induction of UPR marker genes, because the UPR transcript level was lower in the transgenic lines than in the WT under the same leaf ψ_w_ status (Figure 5, Figures 9B–9G),). These results confirmed that gradual dehydration stress induces UPR in the WT line, and BiP overexpression negatively impacts the drought-induced activation of UPR gene expression. The expression of representative drought-responsive gene samples (Figure 7; Tables S2 and S3), including the functional genes glutathionae-S-transferase (GST; Glyma15g40190) [34], seed maturation protein (SMP; Glyma13g44020) [34], and the regulatory genes NAC2, (Glyma06g11970) [53], also designated GmNAC35, and NAC3 (Glyma06g38410) [28], also designated GmNAC043, were also examined by qRT-PCR. Consistent with the microarray results (Tables S2 and S3, Figure 7), progressive drought induced the expression of these drought-responsive genes (Figures 9H–9K). However, the induction of drought-responsive genes in 35S::BiP-4 and 35S::BiP-2 lines was lower than in WT leaves under a similar leaf water potential status. These results are congruent with our data on the global variation of gene expression and confirmed that BiP overexpression inhibits the induction of functional and regulatory drought-responsive genes, suggesting that BiP may alleviate endogenous dehydration stress.

**Figure 9:**
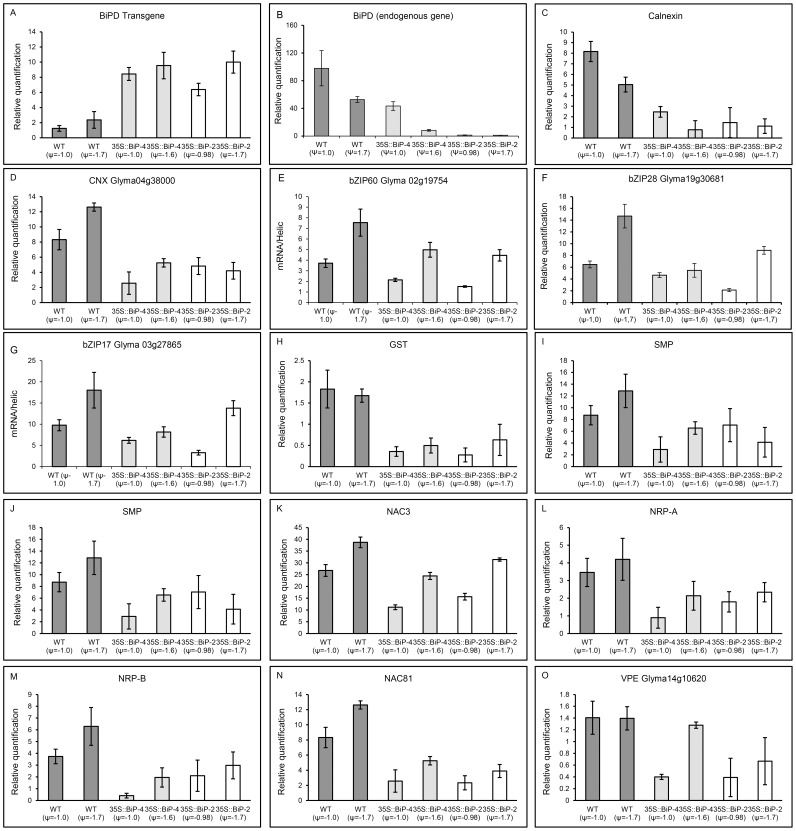
Transcript accumulation for UPR marker genes, cell death-associated genes and drought-responsive genes in WT and BiP-overexpressing lines under progressive drought. The total RNA was isolated from WT, 35S::BiP-4 and 35S::BiP-2 water-stressed leaves and the expression of the transgene (A), UPR marker genes B–G), drought-responsive genes (H–K) and cell death-associated genes (L–O) was monitored by qRT-PCR. The gene expression was calculated by using the 2^−ΔCT^ method and RNA helicase was used as an endogenous control. The bars indicate the confidence interval based on the t test (p<0.05, n = 3).

Because BiP has been shown to inhibit the osmotic and ER stress-induced cell death signaling pathway [31] (Figure 8), we compared the expression of cell death signaling components NRP-A and NRP-B [28], NAC81 [55] and VPE [37] under a progressive water deficit. In the WT, the decline of the leaf ψ_w_ to −1.0 MPa or −1.7 MPa induced the expression of NRP-A, NRP-B, GmNAC81 and the VPE homolog Glyma14g10620, (Figures 9L–9O). Consistent with the negative role for BiP in modulating the stress-induced cell death pathway, the expression of cell death signaling components in both 35S::BiP-2 and 35S::BiP-4 leaves were repressed in response to a decline in the leaf ψ_w_ to −1.0 MPa and were modestly induced by a further decrease in the leaf ψ_w_ to −1.6 MPa (Figures 6 and 8). 

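On the arrays vacuolar processing enzyme 2, a cell death protease of the vacuole, fell by 3.11 and 3.10 at its 2 probe sets in 35S::BiP-4 leaves at −1.0 MPa against irrigated 35S::BiP-4 leaves (standard error 0.27, adjusted p = 8.87e-05 and 9.96e-05 from limma). Its mean log2 signal at the first probe set was 7.56 (SD 0.05, n = 2 pools) in them and 10.67 (SD 0.16) in irrigated 35S::BiP-4 leaves. At −1.6 MPa it stood at 1.21 against irrigated WT leaves.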

A down-regulation of VPE transcripts in 35S::BiP-4 (−1.0) and 35S::BiP-4 (−0.99) plants was also detected in the microarray results (Table S18). In addition to confirming the microarray hybridizations, the qRT-PCR results revealed that BiP overexpression similarly affected the UPR marker genes, cell death-associated genes and drought-responsive genes from independently transformed lines 35S::BiP-4 and 35S::BiP-2.

## Discussion

### Enhanced BiP accumulation maintains cellular homeostasis under water deficit conditions

BiP overexpression has been demonstrated to confer drought tolerance in tobacco [39] and, more recently, in soybeans [33]. In addition to a more efficient photosynthetic rate, the maintenance of leaf turgidity is prolonged in BiP-overexpressing plants when compared with WT lines under the same water deficit regime. To determine whether BiP-mediated protection against leaf dehydration is associated with a delay in the decline of leaf water potential under progressive drought or the amelioration of endogenous stress, the BiP-overexpressing and WT leaf transcriptomes induced by a slow soil drying regime were evaluated under similar levels of leaf ψ_w_ (similar RWC). As previously observed, exposing soybeans to a gradual dehydration regime caused a slower decline of the leaf ψ_w_ of the 35S::BiP-4 and 35S::BiP-2 lines than in WT leaves, which maintained the leaf turgor for a longer period (Figures 1A and 1B). An analysis of global gene expression variations by gradual leaf dehydration clearly demonstrated that the leaf water status of ψ_w_ = −1.0 MPa is low enough to promote extensive gene expression reprogramming in soybean leaves. These results indicate that leaf ψ_w_ = −1.0 induces endogenous cellular stress that is efficiently sensed by leaf cells to activate typical responses to dehydration stress, such as the up-regulation of typical drought-responsive regulatory and functional genes (*DREB*, *NAC*, *AREB*, *LEA*, *GST*, peroxidases, etc) as well as the down-regulation of photosynthesis-related genes. This scenario of high variations in the number of differentially expressed genes is consistent with the drought-induced transcriptome identified by Le et al. [49] in soybean leaves exposed to drought. In contrast, the 35S::BiP-4 leaves at ψ_w_ = −1.0 MPa displayed a considerably lower number of differentially expressed genes. These results indicate that BiP overexpression prevents variations in gene expression as induced by a leaf water status of ψ_w_ = −1.0 MPa, most likely because of its ability to maintain a degree of cellular homeostasis that ensures a lower level of cellular stress compared to WT leaves at the same leaf ψ_w_.

BiP-mediated ER homeostasis maintenance has been previously demonstrated in tobacco [29], [39] and mammalian cells [38]. In these studies, elevated levels of BiP attenuate the ER stress induced by misfolded protein accumulation in the lumen of the organelle. Likewise, BiP overexpression in soybeans and tobacco confers water deficit tolerance, and several lines of evidence indicate the BiP-mediated increases in water stress tolerance may be associated with its capacity to prevent the stress-mediated disruption of cellular homeostasis. First, BiP overexpression in tobacco and soybeans does not activate typical drought avoidance and/or tolerance mechanisms [33], [39]. In fact, the BiP-mediated improvement of leaf water relations has not been associated with the stimulation of stomata closure, a reduction of photosynthesis and transpiration, an increase in leaf osmolytes or root growth stimulation under dehydration conditions. Likewise, the induction of drought-responsive genes is lower in BiP-overexpressing plants than in drought-stressed WT leaves (Figures 7 and 9). It is likely that the attenuation of typical drought-induced responses in BiP-overexpressing lines reflects a lower severity of endogenous stress, indicating that BiP prevents the dehydration-mediated disruption of cellular homeostasis in plants exposed to a slow soil-drying regime. Therefore, our current results based on an analysis of global gene expression variations provides further evidence for the capacity of BiP to prevent the establishment of drought-induced osmotic stress.

In addition to displaying lower gene expression variation by drought, the transcriptome of the 35S::BiP-4 line induced by leaf dehydration at ψ_w_ = −1.0 MPa was more closely related to that displayed by well-watered WT leaves, because they clustered together in the global comparison among the abiotic stress-responsive expressed sequences of WT and 35S::BiP-4 lines with a different leaf ψ_w_ (Figure 7). In contrast, the drought-induced transcriptome of WT leaves exposed to different levels of leaf dehydration diverged considerably from that of well-watered WT leaves as they grouped separately into distant branches of the heatmap. In this case, we identified a direct relationship between the level of leaf stress (ψ_w_ = −1.0, −1.7 and −2.0) and the distance between clusters of drought-induced transcriptomes and the well-watered WT transcriptome. These absolute expression results were consistent with the differential expression results for abiotic stress-responsive genes, which demonstrated a higher number and transcript accumulation of differentially expressed genes with the persistence and increment of endogenous stress in WT plants (Table S2). In contrast, the variation in the expression of abiotic stress-responsive genes in BiP-overexpressing lines at ψ_w_ = −1.0 MPa is quite inferior to that of WT plants under the same level of endogenous stress, substantiating the argument that BiP alleviates dehydration-induced stress by maintaining cellular homeostasis.

Under progressive drought conditions, the number of differentially expressed genes shared by both treatments increased with the decline in the leaf ψ_w_ (Figure 4). This increase in common changes led to a decrease in the number of WT-specific up-regulated genes, most likely because of the stress severity. These results suggest that the activation of drought-responsive mechanisms in BiP-overexpressing plants is delayed in comparison to the rapid response of the WT when exposed to a similar leaf ψ_w_. As a consequence, a significant number of genes responded to drought differently in BiP-overexpressing lines. As an ER-resident molecular chaperone, BiP may ensure normal ER functioning for a longer period under stress, preventing the disruption of secretory pathway homeostasis.

### BiP attenuates the expression of drought-induced PCD executioners

The Venn diagram (Figure 4) revealed the remarkable predominance of differentially expressed genes in WT (ψ_w_ = −1.0) leaves in comparison to the barely detected gene variations in the 35S::BiP (ψ_w_ = −1.0) leaves. In the WT, drought conditions rapidly induced a variety of PCD-mediated genes, including caspases (*CASP-like proteins 3, 8* and *10*), which have been characterized in heat-induced PCD events in tobacco cells [56] and *cysteine proteinase*, which is involved in plant PCDs [57]. These results are consistent with recent studies demonstrating that PEG-induced osmotic stress promotes PCD in soybean seedlings [31]. In contrast, BiP overexpression attenuated alterations in cell death-associated gene expression under progressive drought (Figures 8 and 9), which is consistent with the BiP-mediated delay in drought-induced leaf senescence as previously reported [33]. A precedent in the literature has linked drought tolerance to the impairment of stressed leaves to undergo senescence [58]. The underlying mechanism for the BiP-mediated increase in water stress tolerance may be associated at least in part with its capacity to attenuate stress-induced cell death events. Our global gene expression variation results revealed that multiple stress-induced NRP-mediated cell death signaling is also induced by drought and can be modulated by BiP overexpression. In addition to detecting a down-regulation in the cell death signaling components VPE (at ψ_w_ = −1.0, Figure 9N and Table S18) and *Gm*NAC81 (at ψ_w_ = −1.6, Figure 9L, Table S22), NRPs were induced in the WT leaves at ψ_w_ = −1.0, but not in 35S::BiP-4 at ψ_w_ = −1.0 (Figures 9J and 9K). 

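NRP-B (Glyma08g02840), an N-rich protein that relays osmotic and ER stress to cell death, rose by 2.92, 3.10 and 2.95 in WT leaves at −1.0, at −1.7 and at −2.0 MPa and by 2.98 in 35S::BiP-4 leaves at −1.6 MPa (standard error 0.21, n = 2 pools per group). The difference between the lines at −1.0 MPa was called for it (3.25, adjusted p = 5.02e-05 from limma). NRP-A (Glyma20g16100) stood at 0.69 in WT leaves at −1.0 MPa (adjusted p = 0.123 from limma) and rose by 1.73 and 2.12 at −1.7 and −2.0 MPa and by 1.85 in 35S::BiP-4 leaves at −1.6 MPa. Its log2 signal in WT leaves at −1.0 MPa was 6.76 on replicate 1, the array with the steeper 3′ signal, and 8.1 on replicate 2. The irrigated WT mean was 6.74. The probe set of the cell death factor GmNAC81, which is also assigned to Glyma11g10230, fell by 2.22 in 35S::BiP-4 leaves at −1.6 MPa and by 2.54 and 3.93 in WT leaves at −1.0 and −2.0 MPa, and stood at −1.22 at −1.7 MPa (adjusted p = 0.0794 from limma). A second probe set assigned to both genes fell by 2.30, 2.04 and 2.73 in WT leaves at −1.0, at −1.7 and at −2.0 MPa and by 2.54 in 35S::BiP-4 leaves at −1.6 MPa.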

The BiP modulation of drought-induced expression for NRP-mediated cell death signaling components was further confirmed by qRT-PCR. VPE displays caspase 1-like activity and is an executioner of plant-specific PCD mediated by vacuole collapse [59], [60]. Recently, VPE has been shown to be a target of the transcriptional factors GmNAC30 and GmNAC81, which function in the osmotic and ER stress-induced NRP-mediated cell death response [31], [37]. NRP expression up-regulation mediated by the ER stress-, drought- and osmotic stress-induced GmERD15 induces GmNAC81 and GmNAC30, which in turn act in concert to activate the VPE promoter and expression, resulting in PCD activation. We propose that the BiP-mediated modulation of drought-induced NRP-mediated cell death signaling attenuates the dehydration-induced cell death and thereby promotes better adaptation of BiP-overexpressing lines to drought.

### The gradual dehydration of soybean leaves induces UPR/ERAD

The heatmap of UPR-specific genes revealed that progressive drought induces the UPR key transducer bZIP28 and UPR marker genes, such as SP1, bZIP60 and a subset of CNX and CRT (compare WTirr×WTψ_w_ = −2.0; Figure 5). The UPR induction caused by a gradual decline in the leaf ψ_w_ was further confirmed by a qRT-PCR of selected UPR marker genes (Figure 9). The activation of bZIP28- and bZIP60-supported branches in the UPR up-regulates ERAD genes as part of the quality control of the organelle [16], [61], [62]. The heatmap of ERAD marker genes at different levels of leaf ψ_w_ showed that these ERAD genes may be induced as a result of the decline of leaf ψ_w_, which supports the notion that UPR may be activated in soybean leaves in response to a gradual loss of water.

However, severe drought stress induced in soybean plants by withholding irrigation for seven days or in soybean seedlings by treating with high concentrations of PEG has been previously shown to repress the UPR [33], [34]. Under these conditions, severe osmotic stress down-regulates the expression of UPR marker genes, such as BiP, CNX and PDI. Contrasting results were also reported in previous studies which examined the BiP expression, as the sole UPR marker, in response to osmotic stress and drought. In fact, drought has been shown to reduce the BiP transcript levels in spinach, but a subset of BiP genes are up-regulated by osmotic stress, water deficit or ABA treatment in soybeans and tobacco [39], [40], [63]. The apparent contradiction in these results has been reconciled with the argument that BiP levels are controlled by the background status of plant cells in which the BiP basal levels and the cell secretory activity would signal the need for BiP positive or negative regulation under drought. As a UPR regulator, the cell may monitor the BiP levels as an indicator of the folding environment in the ER. More recently, genomic scale information on stress-induced changes has allowed for a more in-depth view of the scenario needed for reprogramming plant gene expression as a result of the interaction of the plant with the environment. In fact, the results of the present investigation in comparison with those regarding severe osmotic stress-induced changes in soybeans [34] clearly demonstrated that the activation or repression of UPR in response to drought conditions is totally dependent on the severity of the osmotic stress induced in the plant. Under slow osmotic stress induced by the gradual decline of leaf ψ_w_, UPR marker genes are up-regulated, and a rapid and severe osmotic stress represses UPR.

## Conclusions

The results of the present investigation provided several lines of evidence indicating that the underlying mechanism for BiP-mediated increases in water stress tolerance may be linked to a functional protective role against cellular dehydration and cell integrity as well as a regulatory role in stress-induced signaling pathways. In fact, at a similar leaf water status of moderate induced dehydration stress, BiP overexpression prevents drastic gene expression reprogramming, which may be explained by the ability of BiP to maintain cellular homeostasis. This interpretation was supported by directly comparing the size of drought-induced changes and the drought-induced transcriptomes of WT and 35S::BiP-4 lines at different leaf water statuses. In WT leaves, the ψ_w_ of −1.0 MPa was low enough to elicit a typical drought response as judged by the identity and number of differentially regulated genes; the 35S::BiP-4 stressed leaves required a decline in the ψ_w_ to −1.6 to sense the deleterious effects of dehydration and activate a shared repertory of drought responsive genes. Furthermore, BiP overexpression was associated with an inhibition of drought-induced PCD genes, which was narrowed down to ER stress and osmotic stress NRP-mediated cell death signaling. The delay and impairment of drought-induced senescence has been demonstrated to be linked to drought tolerance [58]. BiP overexpression also inhibited the progressive drought-mediated activation of UPR. BiPs from eukaryotic organisms as diverse as mammals, yeast and Arabidopsis have been shown to play a regulatory role in controlling the activation of UPR transducers. Soybean BiP is likely to share a similar conserved mechanism for the inhibition of UPR genes. Both the BiP functional role in protecting cellular proteins and structures and the BiP regulatory role in modulating stress-induced signaling pathways may be dependent on BiP binding to client proteins and may conceptually require its chaperone activity for function.

## Supporting Information

Figure S1 **MA plots of arrays as a function of log_2_ changes. M = log_2_fold change and A = average of intensity log.**
(TIF)

Table S1 **Gene-specific primers for qRT-PCR.**
(DOCX)

Table S2 **Number of up- and down-regulated genes in stressed WT and 35S::BiP-4 leaves compared to well-watered WT leaves.** Each functional category was defined by Gene Ontology.
(XLSX)

Table S3 **Number of up- and down-regulated genes in stressed 35S::BiP-4 leaves compared to well-watered 35S::BiP-4 leaves.** Each category was defined by Gene Ontology.
(XLSX)

Table S4 **Functional categorization of up-regulated genes in WT(−1.0)19d-WTIrrigated.**
(XLSX)

Table S5 **Functional categorization of down-regulated genes in WT(−1.0)19d-WTIrrigada.**
(XLSX)

Table S6 **Functional categorization of up-regulated genes in WT(−1.7)23d-WTIrrigated.**
(XLSX)

Table S7 **Functional categorization of down-regulated genes in WT(−1.7)23d-WTIrrigated.**
(XLSX)

Table S8 **Functional categorization of up-regulated genes in WT(−2.0) 25d-WTIrrigated.**
(XLSX)

Table S9 **Functional categorization of down-regulated genes in WT(−2.0)25d-WTIrrigated.**
(XLSX)

Table S10 **Functional categorization of up-regulated genes in (A) 35S::BiP-4(−1.0)21d-WTIrrigated and (B) 35S::BiP-4(−1.0)21d-35S::BiP-4Irrigated.**
(XLSX)

Table S11 **Functional categorization of down-regulated genes in (A) 35S::BiP-4 (−1.0)21d-WTIrrigated and (B) 35S::BiP-4 (−1.0)21d-35S::BiP-4Irrigated.**
(XLSX)

Table S12 **Functional categorization of up-regulated genes in (A) 35S::BiP-4(−1.6)25d-Wtirrigated and (B) 35S::BiP-4(−1.6)25d-35S::BiP-4irrigated.**
(XLSX)

Table S13 **Functional categorization of down-regulated genes in (A) 35S::BiP-4(−1.6)25d-Wtirrigated and (B) 35S::BiP-4(−1.6)25d-35S::BiP-4irrigated.**
(XLSX)

Table S14 **Functional categorization of (A) up-regulated genes and (B) down-regulated genes in 35S::BiP-4 compared to WT, under normal conditions.**
(XLSX)

Table S15 **Differential expression of NAC genes in WT(−1.0)19d-WTIrrigated, in WT(−1.7)23d-Wtirr and in WT(−2.0)25d-Wtirrigated.**
(XLSX)

Table S16 **(A) 35S::BiP-4(1,0)21d-Wtirr-specific up-regulated genes and (B) 35S::BiP-4(1,0)21d-35S::BiP-4irr-specific up-regulated genes in comparison with WT(−1,0)19d-WTIrrigated.**
(XLSX)

Table S17 **WT(−1,0)19d-WTIrrigated-specific up-regulated genes in comparison with (A) 35S::BiP-4(1,0)21d-Wtirr and (B) 35S::BiP-4(1,0)21d-35S::BiP-4irr.**
(XLSX)

Table S18 **(A) 35S::BiP-4 (−1,0)21d-WTIrri- and (B) 35S::BiP-4 (−1,0)21d-35S::BiP-4irr-specific down-regulated genes in comparison with WT(-1,0)19d-Wtirr.**
(XLSX)

Table S19 **WT(−1,0)19d-WTIrri-specific down-regulated genes in comparison with (A) 35S::BiP-4 (−1,0)21d-Wtirrigated and (B) 35S::BiP-4 (−1,0)21d-35S::BiP-4irrigated.**
(XLSX)

Table S20 **(A) 35S::BiP-4(−1,6)25d-WTIrri- and (B) 35S::BiP-4(−1,6)25d-35S::BiP-4Irri-specific up-regulated genes in comparison with WT(−1,7)23d–Wtirrigated.**
(XLSX)

Table S21 **WT(−1,7)23d-WTIrri-specific up-regulated genes in comparison with (A) 35S::BiP-4(−1,6)25d-Wtirrigated and (B) 35S::BiP-4(−1,6)25d-35S::BiP-4irrigated.**
(XLSX)

Table S22 **(A) 35S::BiP-4(−1,6)25d-WTIrri- and (B) 35S::BiP-4(−1,6)25d-35S::BiP-4Irri-specific down-regulated genes in comparison with WT(−1,7)23d-Wtirrigated.**
(XLSX)

Table S23 **WT(−1,7)23d–WTIrri-specific down-regulated genes in comparison with (A) 35S::BiP-4(−1,6)25d-Wtirrigated and (B) 35S::BiP-4(−1,6)25d-35S::BiP-4irrigated.**
(XLSX)

# Supplementary material for: The Molecular Chaperone Binding Protein BiP Prevents Leaf Dehydration-Induced Cellular Homeostasis Disruption
**Source:** PLoS One. 2014 Jan 29;9(1):e86661. doi: 10.1371/journal.pone.0086661
**Supplement:** Table S1 — Gene-specific primers for qRT-PCR.

**Table S1. Gene-specific primers for qRT-PCR**

| **Primers** | **Sequence (5’ – 3’)** | **Gene** |
| --- | --- | --- |
| BiP trans Fw | ATCTGGAGGAGCCCTAGGCGGTGG | BiPD - nos |
| BiP trans Rv | CATCGCAAGACCGGCAACAGGAT |  |
| Helic Fw | TAACCCTAGCCCCTTCGCCT | HELICASE |
| Helic Rv | GCCTTGTCGTCTTCCTCCTCG | AI736067 |
| Nac6 Fw | CCAACAAAAGCACTTGTGGCA | NAC6 |
| Nac6 Rv | GGACTATTCAACTGAGCCCAAAAG | Glyma11g10230 |
| Calnexin | TGATGGGGAGGAGAAGAAAAAGGC | CNX |
| Calnexin | ATCTGGAGGAGCCCCAGGCGGTGG | AW508066 |
| BiPD Fw | ATCTGGAGGAGCCCCAGGCGGTGG | BiPD |
| BiPD Rv | CTTGAAGAAGCTTCGTCGTAAAACTAAG | AF031241 |
| GST Fw | CGGTTCTCATCCACAATGGCAAAC | GST |
| GST Rv | CAGCCCAGAATCTAGCCTGAGC | Glyma15g40190 |
| NAC3 Fw | GAATGCAGCAATGGGTCATCA | Nac3 |
| NAC3 Rv | ATCCTGCTGGTGCATTGTTCTG | AY974351 |
| NRP Fw | GGCACAAAGACTGGTGCTGAGA | NRP-A |
| NRP Rv | CTCTGTATCGTGGAGGCAGACC | AJ875407 |
| NRich Fw | TACAGGCATCCAATTTGGCGAACC | NRP-B |
| NRich Rv | TGACTTGAAAGAGTTGATCTCACCCC | AI973541 |
| SMP Fw | GCCGAACTGAGGAAAAGACGAACC | SMP |
| SMP Rv | CTTGGGCTGTTTGTTGGGTCTTC | AW397921 |
| NAC1 Fw | GGACTACCCAATAGCCCAAATCA | NAC1 |
| NAC1 Rv | GACCCAAGTAATCCATTTCCAAAAG | AY974349 |
| Glyma02g19754Fwd | GCTTCCGATGAACCCATGTC | Glyma02g1975 |
| Glyma02g19754Rvs | TTCCTCTCCCTTGACCTCACA |  |
| Glyma03g27865Fwd | CAGTCGTCAGGGCAATGCT | Glyma03g27865Fwd |
| Glyma03g27865Rvs | CATCAATCTTCACCATCTTATCATTCC |  |
| Glyma19g30681Fwd | TCACCAATGACTGCGTCAATG | Glyma19g30681Rvs |
| Glyma19g30681Rvs | GAGAAGTCGCCAAACACGAGAT |  |
| VPE Fw | AACCCAAGGCCTGGAGTCAT | VPE |
| VPE Rv | TCGCCGGTGTAATCCTTTG | Glyma14g10620 |

How the deposited data were processed for this re-analysis (not part of the article)

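RNA of soybean leaves was measured on 14 Affymetrix Soybean Genome Arrays in 7 groups of 2 arrays: irrigated wild type (WT) leaves, irrigated 35S::BiP-4 leaves, 35S::BiP-4 leaves at leaf water potentials of −1.0 and −1.6 MPa, and WT leaves at −1.0, at −1.7 and at −2.0 MPa. The deposited values are log2 expression values per probe set that the authors had background-corrected and normalized between arrays; the methods name RMA and do not describe the background step that sets the floor of these values. Conditions and replicate numbers were taken from the sample labels, and 0 data columns remained unused. Each array stands for 1 pool of mRNA, and the number of arrays limits the precision. Array quality was checked with the 3′ and 5′ control probe sets, the correlation between replicates and limma's array weights.

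From the deposited log2 values, used as they stand, a linear model with 1 mean per group and no block was fitted to 37593 soybean probe sets with limma 3.58.1 in R 4.3.3, with the residual variances moderated by eBayes. Adjusted p-values follow Benjamini and Hochberg over the soybean probe sets, and a call needs an adjusted p under 0.05 and a log2 fold change above 1.5 or below −1.5. Comparisons were each stressed group against irrigated WT leaves, 35S::BiP-4 groups also against irrigated 35S::BiP-4 leaves, the lines against each other when irrigated and at each water potential, and the interaction, which is the drought change in WT leaves minus that in 35S::BiP-4 leaves, each against its own control. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The fit was tested on simulated data over 37593 probe sets, in which every group had the spread that the fit shares over all groups. In them 0%, 89% and 97% of 200 probe sets changed by 1, 2 and 3 log2 units in WT leaves at −1.0 MPa were recovered. The pools of these leaves differed more than those of any other group, so recovery there may be lower. A change of 1 lies under the fold threshold, and without that threshold 2.5%, 90% and 97% were recovered.

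Probe sets were named from the array's platform table, whose 9047 probe sets carry 1 gene in 8677 cases (8652 of these were matched in RefSeq by gene number), and from the descriptions (8009 probe sets) and gene model numbers (8303 probe sets) in the paper's supplementary tables. Several of those tables were available only in shortened form. Genes named in the text are those the paper's Results name for the microarray, the 6 largest rises and 6 largest falls among the calls of each comparison with 1 annotated gene and no overlap between the arrays of the groups compared, and the 2 largest called rises and 2 largest called falls of each list and comparison in the text. Further members of the lists were named after their values had been seen. Probe sets of 1 gene were tested and reported one by one. Of the 111 called values in the text whose gene symbol has further probe sets, every other probe set was called the same way for 55, some for 30, and none for 26, which belong to calnexin, calreticulin-3-like, fructose-1,6-bisphosphatase, PRR95-like, PP2C 8, a CASP-like gene, NAC14, bZIP105, WRKY51, ATG9, asparagine synthetase AS1, a rubisco small subunit and, between the lines, BiP-4; another probe set was called the opposite way for 0. A probe set joined a list only when all its descriptions matched. Lists on symbols of seed maturation proteins, aquaporins and glutathione transferases were added after the main counts had been seen. Members found by platform symbol were set against all other genes by limma's camera with a preset correlation of 0.01 in lists of at least 10 members, and again with an estimated correlation. These 96 tests of 8 lists were adjusted together, and 53 were called with the preset and 0 with the estimated correlation. On simulated data camera called 3 of 3 shifted and 0 of 93 unshifted tests. Genes were drawn independently in those data, so this check cannot tell whether the preset correlation holds for these leaves.

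Distances between groups are Euclidean distances of group means over log2 values, and lists were clustered by complete linkage after scaling each probe set. Signal over background was judged against 23394 probe sets for soybean pathogens; 28263 soybean probe sets had a mean above 0.72, the 95th percentile of their means. Alternatives were replicate number as a replicate block, an unmoderated t-test after the methods, only the arrays of the compared groups, other fold and p thresholds, all probe sets of the array, dim probe sets left out, quantile normalization, each array centred on its median, a variance trend with robust moderation, array weights, 1 probe set per annotated gene, another distance, the most variable probe sets, and each array left out in turn. Sets of genes by description were counted and not tested as sets, because the study had selected most of their members on these leaves. RT-PCR, protein and physiological measurements of the paper were not analysed here.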

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

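Of the tests below, those of short labelled RNA and of array centring for the number of called probe sets, and that of the depth of dehydration for heat shock genes, were chosen only after the result was seen, as was the slope with irrigated 35S::BiP-4 leaves as the reference.

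The drought change itself differed between the lines for 4738 probe sets at −1.0 MPa (interaction test of limma; 3834 to 7643 with 1 array left out, the highest without replicate 2 of WT leaves at −1.0 MPa). Between WT leaves at −1.7 MPa and 35S::BiP-4 leaves at −1.6 MPa it differed for 1795 (965 to 2547, 965 without replicate 1 of irrigated WT leaves and 1014 without replicate 1 of 35S::BiP-4 leaves at −1.6 MPa).

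More probe sets were called in WT leaves (5578) than in 35S::BiP-4 leaves (921) at −1.0 MPa. Short labelled RNA on replicate 1 of WT leaves at −1.0 MPa was argued against by the ratio of the counts without that array, 4.91 (4998 to 1018), though replicate 2, the only array of that group left, had the next highest 3′ shift of actin (3.84 log2 units) and is not covered by this, and the authors' centring of the arrays by the ratio with each array centred on its median, 6.39 (5908 to 924). Over the 5257 probe sets called in WT leaves at −1.7 MPa, log2 fold changes of WT leaves at −1.0 MPa had a slope of 0.879 on those at −1.7 MPa without that array (0.831 with it, and 0.769 without it and with irrigated 35S::BiP-4 leaves as the reference of WT leaves at −1.0 MPa, so that the 2 changes share no control), and those of 35S::BiP-4 leaves at −1.0 MPa a slope of 0.229. A candidate explanation, which the slope describes more than it tests, is that WT leaves at −1.0 MPa were already about as far into the drought response as WT leaves at −1.7 MPa. The day of sampling (19 for WT, 21 for 35S::BiP-4 leaves) and the transgene differ together between these groups and stay open, untested.

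Heat shock genes stood higher in stressed WT than in stressed 35S::BiP-4 leaves, while in irrigated leaves they stood higher in 35S::BiP-4 than in WT leaves by a median of 0.3 log2 units. Their median log2 fold change over 81 probe sets, most of them study-chosen, was 1.72 in WT leaves at −1.0 MPa, 0.91 at −1.7 MPa and 0.48 at −2.0 MPa, against 0.2 and 0.41 in 35S::BiP-4 leaves at −1.0 and −1.6 MPa. Without replicate 1 of WT leaves at −1.0 MPa 58 of them still had a called interaction, which argues against short labelled RNA on that array and leaves replicate 2 open. The depth of dehydration alone is argued against by the median at −2.0 MPa minus that at −1.0 MPa, −1.24, with 62 of 81 lower at −2.0 MPa. Leaf temperature or the exact hour of the predawn sampling, which could differ between days, and the transgene were not tested.

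For gene lists, a difference between the lines that itself passed limma's camera test at −1.0 MPa put the drought change higher in WT leaves for NAC (adjusted p = 9.74e-07, and 0.228 with an estimated correlation), WRKY (adjusted p = 0.00329, and 0.432 with an estimated correlation), heat shock (adjusted p = 3.67e-07, and 0.414 with an estimated correlation), seed maturation (adjusted p = 7.51e-14, and 0.0825 with an estimated correlation) and glutathione transferase (adjusted p = 0.00194, and 0.414 with an estimated correlation), and lower for MYB (adjusted p = 0.0364, and 0.414 with an estimated correlation) and aquaporin (adjusted p = 0.00218, and 0.414 with an estimated correlation). Between −1.7 and −1.6 MPa it was higher in WT leaves for NAC (adjusted p = 0.0301, and 0.432 with an estimated correlation), WRKY (adjusted p = 3.04e-05, and 0.414 with an estimated correlation) and heat shock (adjusted p = 7.85e-10, and 0.348 with an estimated correlation), and lower for aquaporin (adjusted p = 0.0264, and 0.432 with an estimated correlation). The difference between the irrigated lines enters these interactions. Irrigated 35S::BiP-4 leaves stood above irrigated WT leaves for NAC (adjusted p = 2.17e-08, and 0.187 with an estimated correlation), WRKY (adjusted p = 2.17e-08, and 0.326 with an estimated correlation), heat shock (adjusted p = 0.000489, and 0.432 with an estimated correlation) and glutathione transferase (adjusted p = 0.00366, and 0.414 with an estimated correlation) genes. Compared directly, 35S::BiP-4 leaves at −1.6 MPa stood lower than WT leaves at −1.7 MPa for heat shock genes (adjusted p = 3.65e-10, and 0.344 with an estimated correlation) and higher for aquaporins (adjusted p = 0.0424, and 0.477 with an estimated correlation), the latter not called with each array centred on its median (adjusted p = 0.106) or in some of the fits without 1 array (highest without replicate 1 of WT leaves at −1.7 MPa, adjusted p = 0.113), and neither NAC (adjusted p = 0.206, and 0.603 with an estimated correlation) nor WRKY (adjusted p = 0.115, and 0.618 with an estimated correlation) was called. At −1.0 MPa the direct test called NAC (adjusted p = 8.29e-05, and 0.344 with an estimated correlation) and not WRKY (adjusted p = 0.447, and 0.817 with an estimated correlation). The seed maturation, aquaporin and glutathione transferase lists were found by symbol, and the transcription factor and heat shock lists were tested on their symbol members.

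Single genes whose difference between the lines passed the interaction test in limma at −1.0 MPa are given here as the log2 change in WT minus that in 35S::BiP-4 leaves, each against its own irrigated control. Genes of transcription factors with the more positive change in WT leaves were NAC3 6.13, NAC2 2.00, GmNAC30 4.05, MYB184 7.01 and bZIP34 3.50. Genes for desiccation and abscisic acid with the more positive change in WT leaves were PGMPM10 7.80, PM30 6.34, LEA5 2.12, NCED1 5.35, PP2C 8 1.93, the ERD4 gene of Glyma02g12400 2.42 and that of Glyma13g29270 3.31. Genes for chaperones, protein turnover and cell death with the more positive change in WT leaves were an HSP20-like chaperone 7.84, a small mitochondrial heat shock protein 3.65, CDC48 3.80, NRP-B 3.25 and VPE2 2.74. CASP-like 3, which the paper counts with cell death genes and its tables also describe as an uncharacterised protein family, stood at 2.21. None of its 3 other probe sets was called. Genes for detoxification, walls, sugars, amino acids and chlorophyll breakdown with the more positive change in WT leaves were GST24 7.75, GST14 5.76, expansin A15 7.38, trehalose-phosphate synthase 4.38, stachyose synthase 3.19, a branched-chain aminotransferase 4.73, pheophorbide a oxygenase 2.12 and pheophytinase 2.57. CASP-like 8, at 2.47, was not called with only the arrays of the compared groups in the fit (adjusted p = 0.0745 from limma). Genes of photosynthesis and chlorophyll synthesis with the more negative change were the small subunit of rubisco −7.02, CP24 −5.72, PetM −5.30, glutamyl-tRNA reductase −3.99 and magnesium chelatase subunit H −2.87. For the small subunit none of the 9 other probe sets with its symbol was called. Genes of growth, walls and proteolysis with the more negative change were GASA9 −8.84, germin-like 1 −8.26, SMEP1 −6.45 and expansin A1 −4.26. Genes of amino acid synthesis, membrane lipids and signalling with the more negative change were the sulfoquinovosyldiacylglycerol 2 gene −5.72, acetolactate synthase 1 −3.28, the cysteine synthase OAS-TL6 −3.16, PYL4-like −3.60, bZIP105 −3.14 and SPX3 −3.44. Between −1.7 MPa in WT and −1.6 MPa in 35S::BiP-4 leaves the interaction was called for GmNAC30 2.95, the branched-chain aminotransferase −3.66, asparagine synthetase 1 −3.28, the alpha-TIP aquaporin −4.50 and expansin-like B1 −3.12. GmNAC30 is given for its first probe set here and above. The other probe set of asparagine synthetase 1 stood at −0.96 in the interaction at −1.7 and −1.6 MPa and at 0.75 between the irrigated lines, neither called. In irrigated leaves of 35S::BiP-4 against WT, GmNAC30 stood at 2.01, asparagine synthetase 1 at −2.95 and expansin-like B1 at −2.81, which enters their interactions; without replicate 1 of irrigated WT leaves none of these was called (1.72, −2.88 and −2.80), and GmNAC30 was not called there when any 1 of the 4 irrigated arrays or of the arrays of 35S::BiP-4 leaves at −1.6 MPa was left out. At its second probe set GmNAC30 stood at 1.55 in irrigated leaves, not called without replicate 1 of irrigated WT leaves (1.26) and called without any other irrigated array, and its interactions at −1.0 MPa and at −1.7 and −1.6 MPa were called as well (3.90 and 2.96). At the third probe set 1.24 in irrigated leaves was not called, and neither were the interactions of 2.13 and 1.62, except without replicate 1 of WT leaves at −1.0 MPa (3.35) and without either replicate of those leaves (adjusted p = 0.0122), and at −1.0 MPa when normalized again or at −1.7 and −1.6 MPa with only the compared arrays in the fit.

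Calls were also made in data on which the paper's text gives no results, the 23394 probe sets for <i>Phytophthora sojae</i> and <i>Heterodera glycines</i>. Of these, 4, 9 and 17 were called higher in WT leaves at −1.0, at −1.7 and at −2.0 MPa than in irrigated WT leaves (limma), and 2 and 13 in 35S::BiP-4 leaves at −1.0 and −1.6 MPa; 6, 2, 4, 1 and 4 were called lower.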

How the results depend on the processing

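Only the alternative that admits a probe set to a list when any of its descriptions matches was chosen after the results were seen, as were the lists found by seed maturation, aquaporin and glutathione transferase symbols. Each group has 2 arrays, and their number limits the precision. Where 1 array is left out, the lone array of its group is assumed to vary like the other groups. Of the soybean probe sets 28263 of 37593 had a mean signal over the background of 0.72, the 95th percentile of the pathogen probe sets, and changes of the others rest on signal at that background. The replicate differences of any pair of groups correlated across probe sets between −0.18 and 0.19, and fitting replicate number as a replicate block gave 5575 called probe sets in WT leaves at −1.0 MPa. Centring each array on its median moved the median log2 fold change by 0.352 in WT leaves at −1.0 MPa, by −0.158 and −0.225 in 35S::BiP-4 leaves at −1.6 MPa against irrigated WT and their own control, by −0.279 between the lines at −1.0 MPa, by −0.23 between 35S::BiP-4 leaves at −1.6 MPa and WT leaves at −1.7 MPa and by 0.346 and 0.297 for the interactions. Quantile normalization moved it by at most 0.076. With the median centred, 3316 rose and 2592 fell in WT leaves at −1.0 MPa, 1870 were higher and 2083 lower in 35S::BiP-4 than in WT leaves at −1.0 MPa, 2366 rose and 3406 fell in 35S::BiP-4 leaves at −1.6 MPa against their own control, and the interactions had 2660 more positive and 2274 more negative values at −1.0 MPa and 1068 and 819 at −1.7 and −1.6 MPa.

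The 16 counts of called and shared probe sets stayed within 1.5 times of the values in the text in 374 of 432 cases, among them all under the replicate block, the methods' t-test, quantile normalization, centring on the median, a trend with robust variances, array weights, all probe sets of the array, or dim probe sets left out. A lower fold threshold admits more probe sets by construction. The count between 35S::BiP-4 leaves at −1.6 MPa and WT leaves at −1.7 MPa (784) is given with alternatives in the text and is left out below. Counts follow in the order WT leaves at −1.0, at −1.7 and at −2.0 MPa, 35S::BiP-4 leaves at −1.0 and −1.6 MPa, the same against their own control, irrigated lines, lines at −1.0 MPa, and interactions at −1.0 MPa and at −1.7 and −1.6 MPa. At a log2 fold change above log2 of 1.5 they were 13344, 12178, 18028, 3130, 13599, 4110, 13747, 961, 10250, 8487 and 3518, and with no fold threshold 14240, 12965, 19091, 3200, 14480, 4271, 14643, 962, 10909, 8497 and 3518. Shared probe sets at −1.0 MPa against irrigated WT and against own controls, and the same at −1.7 and −1.6 MPa, numbered 2244, 1942, 9655 and 8118 at the former and 2354, 2091, 10280 and 8673 at the latter. With 1 probe set for each of 6031 annotated genes, fewer were tested, and the counts in that order were 1222, 1259, 2089, 233, 1351, 287, 1254, 81, 881, 1058 and 314, the shared ones 171, 140, 1046 and 876. At an adjusted p under 0.01 the irrigated lines differed at 162 probe sets and the interaction at −1.7 and −1.6 MPa was called for 920, since the threshold is stricter. With only the arrays of the compared groups in the fit, 3481 were called in WT leaves at −1.0 MPa and 1787 between the lines there, and the cause was not tested. Leaving out each array in turn gave 98 to 353 for the irrigated lines, 3397 to 6414 between the lines at −1.0 MPa, 3834 to 7643 for the interaction at −1.0 MPa and 965 to 2547 for that at −1.7 and −1.6 MPa. The lowest counts of the first and the last came without replicate 1 of irrigated WT leaves and the highest of the others without replicate 2 of WT leaves at −1.0 MPa, and the cause was not tested. In the transcriptome distances the relative distance of 35S::BiP-4 leaves at −1.0 MPa was 0.255 by 1 minus the Pearson correlation, another scale, and 0.432 to 0.526 with 1 array left out, the lowest without replicate 2 of WT leaves at −1.0 MPa, for which the cause was not tested.

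Of the 43 camera tests reported, 778 of 860 values under the alternatives kept their direction and their side of the threshold, all of them with the replicate block. Of all 96 tests 53 were called with the preset correlation of 0.01 and 0 with the estimated one. The estimates are not given here, so the calls lost with them, listed next, cannot be put down to the form of the test alone. Whether members of a list vary together by more than the preset allows was not tested. Adjusted p-values of limma's camera that lost their call with an estimated correlation, which widens the test by construction, were for WT leaves at −1.0 MPa NAC 0.398, MYB 0.349, heat shock 0.414, seed maturation 0.0825, aquaporin 0.414 and glutathione transferase 0.414, for 35S::BiP-4 leaves at −1.0 MPa MYB 0.414, heat shock 0.603, seed maturation 0.414 and aquaporin 0.46, for the interaction at −1.0 MPa NAC 0.228, WRKY 0.432, MYB 0.414, heat shock 0.414, seed maturation 0.0825, aquaporin 0.414 and glutathione transferase 0.414, for that at −1.7 and −1.6 MPa NAC 0.432, WRKY 0.414, heat shock 0.348 and aquaporin 0.432, for WT leaves at −2.0 MPa aquaporin 0.187, for the irrigated lines NAC 0.187, WRKY 0.326, heat shock 0.432 and glutathione transferase 0.414, for the lines at −1.0 MPa NAC 0.344 and for 35S::BiP-4 leaves at −1.6 MPa against WT leaves at −1.7 MPa heat shock 0.344 and aquaporin 0.477. With 1 probe set per annotated gene, which leaves fewer members, the calls lost were, with their adjusted p, for WT leaves at −1.0 MPa MYB 0.135, aquaporin 0.0893 and glutathione transferase 0.0681, for 35S::BiP-4 leaves at −1.0 MPa MYB 0.278, seed maturation 0.0812 and aquaporin 0.212, for the interaction at −1.0 MPa WRKY 0.104, MYB 0.201, aquaporin 0.0846 and glutathione transferase 0.102, for that at −1.7 and −1.6 MPa NAC 0.2 and aquaporin 0.0577, for the irrigated lines heat shock 0.183 and glutathione transferase 0.183 and for 35S::BiP-4 leaves at −1.6 MPa against WT leaves at −1.7 MPa aquaporin 0.0693, a call was gained for 35S::BiP-4 leaves at −1.6 MPa against WT leaves at −1.7 MPa WRKY 0.0195, and the direction reversed, with no call either way, for 35S::BiP-4 leaves at −1.0 MPa NAC 0.844 and for that at −1.7 and −1.6 MPa seed maturation 0.913. Calls lost, again with their adjusted p, were under quantile normalization for 35S::BiP-4 leaves at −1.0 MPa aquaporin 0.0672 and for 35S::BiP-4 leaves at −1.6 MPa against WT leaves at −1.7 MPa aquaporin 0.0709, with each array centred on its median for 35S::BiP-4 leaves at −1.6 MPa against WT leaves at −1.7 MPa aquaporin 0.106, and with dim probe sets left out for 35S::BiP-4 leaves at −1.0 MPa heat shock 0.0688 and aquaporin 0.061 and for 35S::BiP-4 leaves at −1.6 MPa against WT leaves at −1.7 MPa aquaporin 0.0739; the cause was not tested. With 1 array left out, adjusted p-values of the tests that crossed the threshold or changed direction spanned, for WT leaves at −1.0 MPa WRKY 0.0447 to 0.81 and aquaporin 0.00101 to 0.132, for 35S::BiP-4 leaves at −1.0 MPa MYB 0.0248 to 0.115, heat shock 0.0259 to 0.0559, seed maturation 0.0156 to 0.0777 and aquaporin 0.0196 to 0.0794, for the interaction at −1.0 MPa WRKY 8.82e-05 to 0.0769, MYB 0.0207 to 0.0773 and aquaporin 0.000788 to 0.133, for that at −1.7 and −1.6 MPa NAC 0.00954 to 0.119 and aquaporin 0.00827 to 0.0763, for the irrigated lines glutathione transferase 0.000638 to 0.0581, for the lines at −1.0 MPa WRKY 0.0773 to 0.9 and for 35S::BiP-4 leaves at −1.6 MPa against WT leaves at −1.7 MPa aquaporin 0.014 to 0.113, and the cause was not tested; in WT leaves at −1.0 MPa WRKY was called only without replicate 1 of WT leaves at −1.0 MPa.

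Counts of list members moved by more than 1.5 times in 422 of 6130 cases, 196 of them with 1 probe set per annotated gene, 147 with 1 array left out and 47 when any description sufficed. Of 317 called values of genes named in the text, 299 remained called under every alternative, 18 did not under at least 1 of them, and 0 reversed under the alternatives run for single genes, namely the replicate block, the methods' t-test, quantile normalization, only the arrays of the compared groups, and each array left out. Of the uncalled values 10 became called under at least 1 of these, in 18 cases in all. The uncalled value of the second CASP-like 3 probe set in WT leaves at −1.0 MPa (−0.15) changed sign, from −0.93 without replicate 2 to 0.63 without replicate 1 of that group, and the cause was not tested. So did that of VPE2 in the same leaves (−0.37), between −0.89 and 0.15 with 1 array left out, and those of the third GmNAC30 probe set in WT leaves at −1.0 MPa (1.22), between −0.00 and 2.44, and in 35S::BiP-4 leaves at −1.6 MPa against WT leaves at −1.7 MPa (−0.38), between −0.89 and 0.12.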

Differences from the paper's values

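The counts below were made at the thresholds given in the paper's Results (adjusted p under 0.05 and a log2 fold change above 1.5 or below −1.5); its Methods give a fold change above 1.5 without a logarithm. Each is followed by the alternatives, set before the data were examined, under which it comes within 1.5 times of the paper's value and by the number under which it does not. The alternatives are the replicate block, the methods' t-test, only the compared arrays in the fit, quantile normalization, each array centred on its median, a trend with robust variances, array weights, a log2 fold change above log2 of 1.5, no fold threshold, an adjusted p under 0.01, all probe sets of the array, dim probe sets left out, 1 probe set per annotated gene, and each of the 14 arrays left out. What is named the methods' t-test is the same fit without moderation and does not repeat the paper's R/MAANOVA step. Panels of the paper's Venn diagrams were matched to comparisons by their counts, and the legend orders them otherwise.

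Probe sets that rose in WT leaves at −1.0 MPa numbered 2019, and the paper's value is 1339 (Table S2); the value comes within 1.5 times of it with the methods' t-test, only the compared arrays, array weights or an adjusted p under 0.01 and without either array of irrigated WT, WT −2.0 MPa, 35S::BiP-4 −1.0 MPa or 35S::BiP-4 −1.6 MPa, and not under the other 15. At −2.0 MPa in WT leaves the number that rose was 4736, and the paper's value is 3091 (Table S2); the value comes within 1.5 times of it with the methods' t-test, an adjusted p under 0.01 or dim probe sets left out and without replicate 2 of irrigated WT or replicate 1 of WT −2.0 MPa, and not under the other 22. Falls in 35S::BiP-4 leaves at −1.0 MPa against irrigated WT leaves numbered 589, and the paper's is about 280 in Fig. 2, read by eye; the value differs as much under all 27 alternatives. Rises and falls together in that comparison came to 921, and the paper's is about 540 in Fig. 2, read by eye; the value comes within 1.5 times of it with the methods' t-test or an adjusted p under 0.01 and without either array of irrigated WT or 35S::BiP-4 −1.0 MPa, and not under the other 21. Table S2 gives 412 falls and 672 probe sets there, within 1.5 times of the values here. Against their own control, falls in 35S::BiP-4 leaves at −1.0 MPa numbered 651, and the paper's value is 420 (Table S3); the value comes within 1.5 times of it with the methods' t-test or an adjusted p under 0.01 and without either array of irrigated WT, WT −1.7 MPa, WT −2.0 MPa, 35S::BiP-4 −1.0 MPa or 35S::BiP-4 −1.6 MPa or replicate 1 of irrigated 35S::BiP-4, and not under the other 14. At −1.6 MPa against their own control the falls numbered 2696, and the paper's value is 1774 (Table S3); the value comes within 1.5 times of it with the methods' t-test or an adjusted p under 0.01 and without either array of 35S::BiP-4 −1.6 MPa or replicate 1 of irrigated 35S::BiP-4, and not under the other 22. All called probe sets of that comparison came to 5697, and the paper's value is 3795; the value comes within 1.5 times of it with the methods' t-test, quantile normalization, an adjusted p under 0.01, all probe sets of the array or dim probe sets left out and without either array of irrigated WT, WT −1.7 MPa, WT −2.0 MPa, 35S::BiP-4 −1.0 MPa or 35S::BiP-4 −1.6 MPa or replicate 1 of irrigated 35S::BiP-4, and not under the other 11. Between the irrigated lines the number higher in 35S::BiP-4 leaves was 31, and the paper's value is 56 (Table S14); the value comes within 1.5 times of it with quantile normalization, each array centred on its median or array weights and without either array of WT −1.0 MPa, and not under the other 22.

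Rises shared by both lines at −1.0 MPa, each against its own control, numbered 167, and the paper's is about 110 in Fig. 4C, read by eye; the value comes within 1.5 times of it with the methods' t-test, only the compared arrays, an adjusted p under 0.01 or all probe sets of the array and without either array of irrigated WT, WT −1.7 MPa, WT −2.0 MPa, 35S::BiP-4 −1.0 MPa or 35S::BiP-4 −1.6 MPa or replicate 1 of irrigated 35S::BiP-4, and not under the other 12. Rises called in WT leaves and not in 35S::BiP-4 leaves at −1.0 MPa, against irrigated WT leaves, numbered 1855, and the paper's value is 1213; the value comes within 1.5 times of it with the methods' t-test, only the compared arrays, array weights or an adjusted p under 0.01 and without either array of irrigated WT, and not under the other 21. Taken each against its own control these came to 1852, and the paper's is about 1100 in Fig. 4C, read by eye; the value comes within 1.5 times of it with only the compared arrays, and not under the other 26. Falls called in 35S::BiP-4 leaves and not in WT leaves at −1.0 MPa, against irrigated WT leaves, numbered 100, and the paper's value is 63 (Table S18); the value comes within 1.5 times of it with the methods' t-test or an adjusted p under 0.01 and without either array of irrigated WT, WT −2.0 MPa, 35S::BiP-4 −1.0 MPa or 35S::BiP-4 −1.6 MPa, and not under the other 17. For those against own controls the number was 276, and the paper's value is 156 (Table S18); the value comes within 1.5 times of it with the methods' t-test or an adjusted p under 0.01 and without either array of 35S::BiP-4 −1.0 MPa, and not under the other 23. Falls called in 35S::BiP-4 leaves at −1.6 MPa and not in WT leaves at −1.7 MPa, against irrigated WT leaves, numbered 586, and the paper's value is 389 (Table S22); the value comes within 1.5 times of it with the replicate block, the methods' t-test, an adjusted p under 0.01, all probe sets of the array or dim probe sets left out and without either array of irrigated WT, irrigated 35S::BiP-4, WT −2.0 MPa or 35S::BiP-4 −1.0 MPa, replicate 2 of WT −1.7 MPa or replicate 1 of 35S::BiP-4 −1.6 MPa, and not under the other 12. With own controls, rises of that kind numbered 1496, and the paper's value is 978 (Table S20); the value comes within 1.5 times of it with the methods' t-test, quantile normalization, each array centred on its median or an adjusted p under 0.01 and without either array of 35S::BiP-4 −1.6 MPa or replicate 1 of irrigated 35S::BiP-4, and not under the other 20. With own controls, falls of that kind numbered 869, and the paper's value is 531 (Table S22); the value comes within 1.5 times of it without replicate 1 of 35S::BiP-4 −1.6 MPa, and not under the other 26. Rises called in WT leaves at −1.7 MPa and not in 35S::BiP-4 leaves at −1.6 MPa, against irrigated WT leaves, numbered 512, and the paper's value is 282 (Table S21); the value differs as much under all 27 alternatives. The same with own controls came to 735, and the paper's value is 439 (Table S21); the value comes within 1.5 times of it without replicate 1 of irrigated WT or replicate 2 of WT −1.7 MPa, and not under the other 25.

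The paper has ER chaperone genes of the unfolded protein response rise in WT leaves down to −2.0 MPa. It draws on a heatmap and on RT-PCR of calnexin, endogenous BiP, bZIP60, bZIP28 and bZIP17. The RT-PCR was not analysed here. Of the 8 ER chaperone and UPR probe sets, which leave out the 3 soyBiPD probe sets, 1, 3 and 3 rose and 0, 1 and 1 fell at −1.0, at −1.7 and at −2.0 MPa. Calnexin stood at −0.50, −0.34 and −0.61 at 1 probe set, and the other 6 with its symbol are not given here for WT leaves. PDI genes rose, and the falls of calnexin and calreticulin in 35S::BiP-4 leaves at −1.6 MPa, each at 1 probe set, go with the paper's heatmap. As a difference from WT leaves at −1.7 MPa, 0 of the 8 were called higher and 0 lower in the direct test. In the interaction 0 were called above and 0 below 0. In its clustering of drought and cell death genes WT leaves at −1.0 MPa stand with the other stressed leaves, as they did here for the LEA, NAC, glutathione transferase, photosynthesis, chlorophyll and peroxidase lists. For the abscisic acid, WRKY, MYB, bZIP, amino acid, raffinose and cell death and senescence lists they shared a branch with both irrigated groups and 35S::BiP-4 leaves at −1.0 MPa, and for the CASP-like and autophagy lists only WT leaves at −2.0 MPa stood apart.

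bZIP, MYB, WRKY and NAC factors are described as activated in WT leaves at −1.0 MPa. Of 104 bZIP probe sets 8 rose and 11 fell (14 and 7 without replicate 1 of WT leaves at −1.0 MPa, 14 and 7 with each array centred on its median, 10 and 8 with quantile normalization), and of 150 MYB probe sets 11 and 39; the NAC counts, 30 and 5 of 100, go with the paper. The bZIP falls numbered 17 without replicate 2 of WT leaves at −1.0 MPa, the MYB rises 17 without replicate 1 of WT leaves at −1.0 MPa and the NAC falls 8 without replicate 2 of WT leaves at −1.0 MPa. Of 120 WRKY probe sets 11 rose and 6 fell (18 and 1 without replicate 1 and 8 and 12 without replicate 2 of WT leaves at −1.0 MPa, 19 and 3 with each array centred on its median), and the 108 symbol members, of which 9 rose and 6 fell, were not called by limma's camera test (adjusted p = 0.296).

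Drought and cell death genes rose less in 35S::BiP-4 leaves at −1.6 MPa than in WT leaves at −1.7 MPa in the paper. It draws on heatmaps of genes it selected. It also draws on RT-PCR of GST, SMP, NAC2, NAC3, NRP-A, NRP-B, GmNAC81 and VPE in 35S::BiP-4 and 35S::BiP-2 leaves. The RT-PCR was not analysed here. The lists here were matched by words in gene names and need not hold the same genes as the heatmaps. Here 23 LEA probe sets rose in the former and 22 in the latter (median log2 fold change of the list 2.11 and 2.05), 50 and 40 NAC probe sets (1.51 and 0.98) and 13 and 8 cell death and senescence probe sets (1.32 and 0.65). At its first probe set GmNAC30 rose by 2.48 and 3.42, and the direct difference of −0.95 was not called (adjusted p = 0.171 from limma). At its second it stood at 1.36 and rose by 2.76, with a direct difference of −1.41 (adjusted p = 0.00282) that goes with the paper and is short only of the fold threshold, which it passed without replicate 2 of WT leaves at −1.7 MPa (−1.57) or of 35S::BiP-4 leaves at −1.6 MPa (adjusted p = 0.0225). At the third probe set the difference was −0.38 (adjusted p = 0.782; 0.12 without replicate 1 of WT leaves at −1.7 MPa). With each line against its own control the interaction of GmNAC30, which also holds its higher level in irrigated 35S::BiP-4 leaves, was 2.95, 2.96 and 1.62 at the 3 probe sets, the last not called (but called without either replicate of WT leaves at −1.0 MPa, adjusted p = 0.0122), and 6 NAC probe sets had it above 0 and 1 below 0 (above 0 10 without replicate 1 of irrigated 35S::BiP-4 leaves, below 0 2 without replicate 2 of irrigated 35S::BiP-4 leaves or replicate 2 of WT leaves at −1.7 MPa and 3 without either replicate of WT leaves at −1.0 MPa or replicate 1 of WT leaves at −1.7 MPa; symbol members adjusted p = 0.0301 from limma's camera, and 0.432 with an estimated correlation).

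Higher BiP transcript levels in the transgenic line, as in Fig. 5 of the paper, were not called in irrigated leaves at the 3 soyBiPD probe sets (2.01, 2.01 and 1.90; adjusted p = 0.396, 0.367 and 0.347 from limma), and were called with only the compared arrays in the fit (adjusted p = 0.0249, 0.024 and 0.024 from limma). At −1.0 MPa the difference between the lines was called at 2 of them, where replicate 1 of WT leaves lay far below replicate 2. By RT-PCR the paper has NRP-A, NRP-B, GmNAC81 and VPE rise in WT leaves at −1.0 and −1.7 MPa. On the arrays NRP-B rose by 2.92 and 3.10 and NRP-A stood at 0.69 and rose by 1.73, whereas GmNAC81, whose probe set is also assigned to another gene, fell by 2.54 at −1.0 MPa (not called with only the compared arrays in the fit, adjusted p = 0.102 from limma) and stood at −1.22 at −1.7 MPa, a second probe set of both genes fell by 2.30 and 2.04, and VPE2 stood at −0.37 at −1.0 MPa and 0.60 at −1.7 MPa. The pools of WT leaves at −1.0 MPa lay apart for 3 of these genes. Replicate 1, the array with the steeper 3′ signal, gave 6.76 for NRP-A, 2.37 for GmNAC81 and 9.0 for VPE2, and replicate 2 gave 8.1, 4.3 and 10.04. Their irrigated WT means were 6.74, 5.88 and 9.89.

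Fold changes in the paper's tables lie within 0.1 log2 units of those computed here for all genes compared in Tables S4, S5, S7, S8, S9, S12, S13 and S14 and in Tables S10A and S11A, and for 1512 of 1539 (98.2%) in Table S6. In Table S10B, for 35S::BiP-4 leaves at −1.0 MPa against their own control, 99 of 334 listed fold changes (29.6%) lie within that tolerance of the change in WT leaves at −1.0 MPa instead, and in Table S11B 243 of 420 (57.9%). The p-value listed beside a gene is above 0.05 for 101 genes in Table S5, 32 in Table S6 and 12 in Table S14.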

Other observations

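Both tests of the BiP probe sets in the last paragraph were chosen only after the result was seen, and so were the symbol lists and the choice of some of the genes named here.

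Autophagy recycles cell contents. Its gene ATG8f rose by 2.53 and 4.34 in WT leaves at −1.7 and −2.0 MPa and by 3.27 in 35S::BiP-4 leaves at −1.6 MPa (standard error 0.43, n = 2 pools per group, limma), and ATG9 by 3.14 at −2.0 MPa and 1.78 in 35S::BiP-4 leaves at −1.6 MPa. Of 6 autophagy probe sets, study-chosen like the lists below unless symbols are named, 1 rose and 0 fell at −1.7 MPa, 6 and 0 at −2.0 MPa and 3 and 0 in 35S::BiP-4 leaves at −1.6 MPa (2 and 0 with each array centred on its median). Among circadian clock genes GIGANTEA rose by 3.26 and 6.60 and a PRR95-like regulator fell by 3.32 and 6.39 in WT leaves at −1.7 and −2.0 MPa, against 4.23 and −3.44 in 35S::BiP-4 leaves at −1.6 MPa; the other 3 probe sets with the PRR95-like symbol stood between −0.99 and −0.18 at −1.7 MPa and between 0.24 and 1.22 at −2.0 MPa. Of 20 clock probe sets 8 rose and 3 fell at −1.7 MPa, 12 and 5 at −2.0 MPa and 12 and 2 in 35S::BiP-4 leaves at −1.6 MPa. By the sample records leaves were taken right after a water potential measurement at predawn, whereas the paper places that measurement at dawn. The clock hour is not given in the sources used here. Aquaporins, channels for water, fell more often than they rose: of 16 by description 1 rose and 8 fell in WT leaves at −1.0 MPa, 4 and 8 at −1.7 MPa and 3 and 10 at −2.0 MPa, and 6 and 8 in 35S::BiP-4 leaves at −1.6 MPa. In the first of these groups the rises numbered 2 without replicate 1 of WT leaves at −1.0 MPa, and in the second 2 without replicate 2 of irrigated WT leaves or replicate 2 of WT leaves at −1.7 MPa. Of 32 found by symbol, 0 rose and 11 fell in WT leaves at −1.0 MPa, 0 and 15 at −2.0 MPa and 2 and 7 in 35S::BiP-4 leaves at −1.6 MPa, where the rises numbered 1 without replicate 2 of irrigated WT leaves or either replicate of 35S::BiP-4 leaves at −1.6 MPa. Set against other genes by limma's camera test, the symbol list stood lower in WT leaves at −1.0 MPa (adjusted p = 0.00366, and 0.414 with an estimated correlation; 0.132 without replicate 1 of that group) and at −2.0 MPa (adjusted p = 2.39e-09, and 0.187 with an estimated correlation). SIP1-6 fell by 5.89 at −1.0 MPa and by 6.78 at −2.0 MPa, while the alpha-TIP channel rose by 5.57 there and by 5.32 in 35S::BiP-4 leaves at −1.6 MPa.

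Of 55 probe sets of jasmonate synthesis and vegetative storage, 3 rose and 25 fell in WT leaves at −1.0 MPa (4 and 16 without replicate 1 of that group), 9 and 15 at −1.7 MPa, 18 and 28 at −2.0 MPa, 1 and 4 in 35S::BiP-4 leaves at −1.0 MPa and 15 and 13 at −1.6 MPa (where the balance turned to 14 and 16 with each array centred on its median). Falls of 35S::BiP-4 leaves at −1.0 MPa numbered 2 without replicate 1 of irrigated WT leaves or replicate 2 of 35S::BiP-4 leaves at −1.0 MPa and 8 without either replicate of WT leaves at −1.0 MPa, and rises of WT leaves at −1.0 MPa 1 without replicate 2 of WT leaves at −1.0 MPa. The lipoxygenase LOXB1 fell by 3.50 in WT leaves at −1.0 MPa and by 3.97 at −2.0 MPa (standard error 0.29), while an allene oxide synthase of the same pathway rose by 6.41. Of 21 pathogenesis-related probe sets 2 rose and 10 fell in WT leaves at −1.0 MPa, 2 and 7 at −1.7 MPa and 6 and 6 at −2.0 MPa, and 0 and 3 in 35S::BiP-4 leaves at −1.0 MPa and 3 and 7 at −1.6 MPa. In WT leaves at −1.0 MPa their rises numbered 0 without replicate 1 of irrigated WT leaves and 1 without replicate 2 of WT leaves at −1.0 MPa, in WT leaves at −2.0 MPa 3 without replicate 1 of WT leaves at −2.0 MPa, and in 35S::BiP-4 leaves at −1.6 MPa 1 without replicate 1 of irrigated WT leaves or either replicate of 35S::BiP-4 leaves at −1.6 MPa and 1 with each array centred on its median. In 35S::BiP-4 leaves their falls numbered, at −1.0 MPa, 1 without replicate 2 of irrigated WT leaves or either replicate of 35S::BiP-4 leaves at −1.0 MPa, and at −1.6 MPa 4 without replicate 2 of irrigated WT leaves. An endochitinase fell by 5.32 in WT leaves at −1.0 MPa and by 2.61 in 35S::BiP-4 leaves. Of 18 histone and cell cycle probe sets 1 rose and 6 fell in WT leaves at −1.0 MPa, 3 and 5 at −1.7 MPa, 8 and 7 at −2.0 MPa and 2 and 5 in 35S::BiP-4 leaves at −1.6 MPa (4 and 4 at −1.0 MPa and 3 and 3 at −1.7 MPa in WT leaves with each array centred on its median; rises at −1.0 MPa 2 without replicate 1 of WT leaves at −1.0 MPa and 4 without replicate 2 of WT leaves at −1.0 MPa); cyclin-D3-2, which promotes division, fell by 2.98 at −1.0 MPa. Of 8 cytosolic ribosomal probe sets 2 rose and 1 fell in WT leaves at −1.0 MPa (4 and 2 without replicate 1 of that group), 5 and 2 at −1.7 MPa, 5 and 2 at −2.0 MPa and 5 and 2 in 35S::BiP-4 leaves at −1.6 MPa; an L10 gene rose by 8.37 and an S1 gene fell by 4.60 at −2.0 MPa. Of 24 markers of nodules, seeds and pollen 2 rose and 7 fell in WT leaves at −1.0 MPa, 4 and 5 at −1.7 MPa (4 and 2 with each array centred on its median), 4 and 9 at −2.0 MPa and 0 and 3 and 8 and 4 in 35S::BiP-4 leaves at −1.0 and −1.6 MPa (rises in the first group 1 without replicate 1 of irrigated WT leaves or replicate 2 of WT leaves at −1.0 MPa, and falls of 35S::BiP-4 leaves at −1.0 MPa 1 without replicate 2 of 35S::BiP-4 leaves at −1.0 MPa); a seed oleosin rose by 4.11 in WT leaves at −1.0 MPa. Of 43 glutathione transferases found by symbol 11 rose and 3 fell in WT leaves at −1.0 MPa, 12 and 0 at −1.7 MPa, 14 and 1 at −2.0 MPa and 3 and 0 and 14 and 1 in 35S::BiP-4 leaves at −1.0 and −1.6 MPa. Rises of 35S::BiP-4 leaves at −1.0 MPa numbered 5 without replicate 2 of irrigated WT leaves and 5 with each array centred on its median, and falls in WT leaves, at −1.0 MPa, 0 without replicate 1 of WT leaves at −1.0 MPa (1 so centred), at −1.7 MPa 2 without replicate 1 of WT leaves at −1.7 MPa, and at −2.0 MPa 2 without replicate 2 of irrigated WT leaves. As a list they stood higher than other genes in WT leaves at −1.0 MPa by limma's camera test (adjusted p = 0.0043, and 0.414 with an estimated correlation). All these counts are the same when adjusted over the list alone, except 1 and 6 for the jasmonate list in 35S::BiP-4 leaves at −1.0 MPa, 15 and 14 for the jasmonate list in 35S::BiP-4 leaves at −1.6 MPa, 2 and 11 for the pathogenesis-related list in WT leaves at −1.0 MPa, 2 and 8 for the pathogenesis-related list in WT leaves at −1.7 MPa and 5 and 3 for the ribosomal list in 35S::BiP-4 leaves at −1.6 MPa.

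The pools of WT leaves at −2.0 MPa lay far apart at the 3 soyBiPD probe sets, by 3.15, 3.99 and 2.83 log2 units, where the differences of all soybean probe sets had an SD of 0.26 and 8 probe sets differed by more than 2. A flaw in 1 probe set is argued against by the smallest of the 3 differences, 2.83. An unfolded protein response in 1 of the pools is argued against by the median difference of the other 6 ER chaperone probe sets, −0.112, the largest of them 0.25 in size. A mixed pool that held leaves of the other line, or variation between plants, could give such a difference and was not tested.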
